# Checkpoint activation drives global gene expression changes in Drosophila nuclear lamina mutants

**DOI:** 10.1093/g3journal/jkab408

**Published:** 2021-12-10

**Authors:** Samuel Cole Kitzman, Tingting Duan, Miles A Pufall, Pamela K Geyer

**Keywords:** nuclear lamina, LEM-domain proteins, Drosophila oogenesis, germline stem cells, emerin, Checkpoint kinase 2, Chk2, Barrier-to-autointegration factor

## Abstract

The nuclear lamina (NL) lines the inner nuclear membrane. This extensive protein network organizes chromatin and contributes to the regulation of transcription, DNA replication, and repair. Lap2-emerin-MAN1 domain (LEM-D) proteins are key members of the NL, representing proteins that connect the NL to the genome through shared interactions with the chromatin-binding protein Barrier-to-Autointegration Factor (BAF). Functions of the LEM-D protein emerin and BAF are essential during *Drosophila melanogaster* oogenesis. Indeed, loss of either emerin or BAF blocks germ cell development and causes loss of germline stem cells, defects linked to the deformation of NL structure, and non-canonical activation of Checkpoint kinase 2 (Chk2). Here, we investigate the contributions of emerin and BAF to gene expression in the ovary. Profiling RNAs from *emerin* and *baf* mutant ovaries revealed that nearly all *baf* misregulated genes were shared with *emerin* mutants, defining a set of NL-regulated genes. Strikingly, loss of Chk2 restored the expression of most NL-regulated genes, identifying a large class of Chk2-dependent genes (CDGs). Nonetheless, some genes remained misexpressed upon Chk2 loss, identifying a smaller class of emerin-dependent genes (EDGs). Properties of EDGs suggest a shared role for emerin and BAF in the repression of developmental genes. Properties of CDGs demonstrate that Chk2 activation drives global misexpression of genes in the *emerin* and *baf* mutant backgrounds. Notably, CDGs were found upregulated in *lamin-B* mutant backgrounds. These observations predict that Chk2 activation might have a general role in gene expression changes found in NL-associated diseases, such as laminopathies.

## Introduction

The nuclear lamina (NL) is an extensive protein network composed of lamins and lamin-associated proteins that lies beneath the inner nuclear membrane. This network plays a central role in establishing the three-dimensional structure of the genome, a feature important for transcription, DNA replication, and repair (Goldman *et al.* 2002; Geyer *et al.* 2011; Gonzalo 2014). Indeed, large regions of metazoan genomes associate with the NL (van Steensel and Belmont 2017). These lamina-associated domains (LADs) display properties typical of heterochromatin, including low or no expression of resident genes. Transcriptional activation of LAD genes often requires gene movement away from the NL and into the nuclear interior (Shevelyov *et al.* 2009; Kohwi *et al.* 2013; Czapiewski *et al.* 2016; Brueckner *et al.* 2020), promoting concepts that NL proximity imparts transcriptional repression (Briand and Collas 2020). Changes in contacts between the NL and genome occur during differentiation (Peric-Hupkes and van Steensel 2010; Kohwi *et al.* 2013; Chen *et al.* 2014; Czapiewski *et al.* 2016; Flint Brodsly *et al.* 2019), indicating that NL association participates in the developmental regulation of transcription. Dysfunction of NL components causes age-enhanced human diseases known as laminopathies (Zink *et al.* 2004; Scaffidi and Misteli 2006; Loi *et al.* 2016). These diseases weaken the NL network and alter nuclear stability. Consequently, contacts between the NL and the genome are disrupted, leading to global changes in nuclear architecture and transcription (Czapiewski *et al.* 2016; Osmanagic-Myers and Foisner 2019). Together, these data demonstrate that NL association is important for regulated transcription.

Proteins required for NL function are cell type specific. For example, lamins are not essential for organizing the genome in all cell types, illustrated by findings that removal of all lamins in mouse embryonic stem cells only minimally perturbs interactions between the genome and NL (Amendola and van Steensel 2015). These observations imply that non-lamin components contribute to building nuclear architecture. One key NL protein family that promotes genome organization is the Lap2-emerin-MAN domain (LEM-D) family (Brachner and Foisner 2011; Barton *et al.* 2015). LEM-D proteins bridge the NL and genome through shared interactions with Barrier-to-Autointegration Factor (BAF, sometimes referred to as BANF1), a histone, lamin, and sequence-independent double-strand DNA-binding protein (Berk *et al.* 2013; Kind and van Steensel 2014). Support for the contributions of LEM-D proteins to nuclear architecture comes from studies of family members such as emerin, a LEM-D protein that contributes to the spatial and temporal regulation of genes during differentiation (Demmerle *et al.* 2013; Koch and Holaska 2014). Such observations indicate that LEM-D proteins are important proteins in the NL network that contribute to regulated gene expression.

Studies in Drosophila have advanced our understanding of developmental roles of LEM-D proteins (Barton *et al.* 2015; Duan *et al.* 2020a). Drosophila has four LEM-D proteins (Pinto *et al.* 2008), of which three localize to the NL (Wagner *et al.* 2006). These include two emerin orthologs (emerin also known as Otefin and emerin2 also known as Bocksbeutel), as well as Drosophila MAN1 (dMAN1; Wagner and Krohne 2007). The best characterized Drosophila LEM-D protein is emerin, a protein required for female and male fertility (Jiang *et al.* 2008; Barton *et al.* 2013; Barton *et al.* 2016). Infertility in *emerin* mutants is linked to germline stem cell (GSC) loss caused by structural deformation of the NL that non-canonically activates two DNA damage response kinases, Ataxia Telangiectasia and Rad3-related (ATR), and Checkpoint kinase 2 (Chk2; Barton *et al.* 2018). Germ-line knockdown (GLKD) of BAF also causes GSC loss due to NL deformation and checkpoint kinase activation (Duan *et al.* 2020b). Taken together, these findings emphasize the importance of NL integrity for the health and longevity of adult stem cells and tissue homeostasis.

How NL changes affect adult stem cell homeostasis is unclear. Here, we investigate how changes in the NL structure affect gene expression. To this end, we profiled RNAs isolated from *emerin* and *baf* GLKD mutant ovaries. RNA sequencing (RNA-seq) revealed that thousands of genes were misexpressed in these *NL* mutant backgrounds. Nearly all *baf* misregulated genes were shared with *emerin* mutants, defining a set of NL-regulated genes. To understand how checkpoint activation contributed to these expression changes, we profiled RNA isolated from *chk2, emerin* double mutant ovaries. Strikingly, loss of Chk2 restored the expression of nearly all genes misregulated in *emerin* mutants, demonstrating that Chk2 drives altered gene expression in *NL* mutants. Even so, a small class of emerin-dependent genes (EDGs) remained, along with a larger class of Chk2-dependent genes (CDGs). Properties of EDGs support a shared role for emerin and BAF in the repression of developmental genes. Properties of CDGs indicate that Chk2 drives global misexpression of genes upon activation by NL deformation. Strikingly, CDGs represent over a third of genes upregulated upon somatic knockdown of Lamin-B, providing evidence that Chk2 activation might broadly contribute to gene expression changes resulting from NL dysfunction. Taken together, our studies suggest that activated Chk2 might contribute to gene expression changes found in NL diseases, such as laminopathies.

## Materials and methods

### Drosophila stocks and culture conditions

Drosophila stocks were raised on standard cornmeal/agar medium with *p*-hydroxybenzoic acid methyl ester as a mold inhibitor. All crosses were carried out at 25°C and 70% humidity. Two reference strains were used, including *y^1^, w^67c23^* (*yw*) and *Canton S*. Three *emerin* (*otefin, ote*) null alleles were used, all in an *yw* mutant background. These included *ote^G^* (also known as *ote^B279G^*) that carries an insertion of a Piggybac transposon at +764, *ote^PK^* that carries an R127term mutation and *ote^PI^* that carries a V413D amino acid substitution (Barton *et al.* 2013). Two *chk2* (*loki*) double mutant stocks were used, including *yw; chk2^P6^*, *ote^PK^/y^+^CyO* (R27) wherein *chk2^P6^* carries a *P* insertion and deletion affecting the second exon (Abdu *et al.* 2002) and *yw; chk2^P30^*, *ote^G^/y^+^CyO* (R13) wherein *chk2^P30^* carries a deletion of the 5′UTR and first two exons (LaRocque *et al.* 2007). GLKD of BAF was achieved crossing the *w^1118^, nanos (nos)>gal4VP16* driver line (Bloomington # 4937) and the y^1^, sc*, v^1^, sev^21^; P[Trip.HMS00195]attP2 (Bloomington # 36108) short hairpin RNA responder. Other mutants used include *tud^1^* that carries a K1036term mutation, *tud^A36-38^* (a kind gift of the R. Lehmann laboratory), and *bag-of-marbles* (*bam^Δ86^*; BL # 5427) that carries a 1.7-kb deletion in the coding region (Bopp *et al.* 1993).

### Immunohistochemical analyses

For phenotypic analyses, ovaries were dissected into cold phosphate-buffered saline (PBS) solution and immediately fixed at room temperature in 4% EM Grade paraformaldehyde (Electron Microscopy Sciences no. 15710). Fixed ovaries were washed in PBS with 0.3% Triton-X 100 (PBST), blocked in PBTS with 5% w/v BSA at room temperature for 1 h and incubated at 4°C with primary antibody overnight. Next, ovaries were incubated with Alexa Fluor-conjugated secondary antibodies (Molecular Probes) at room temperature for 2 h, washed in PBST, stained with 1 µg/ml DAPI (ThermoFisher scientific), and mounted in SlowFade (ThermoFisher). Images were collected with a Zeiss 710 confocal microscope and processed using ZEN imaging software. Primary antibodies included: (1) mouse α-Lamin at 1:300 (DSHB ADL84.12), (2) mouse α-Engrailed at 1:100 (DSHB, 4D9), and (3) rabbit α-Vasa at 1:300 (Santa Cruz Biotechnology). Experiments were performed with two to three biological replicates of at least five pairs of ovaries per experiment.

### RNA isolation and analysis of gene expression

RNA-seq was completed to obtain a genome-wide view of gene expression changes caused by NL dysfunction. RNA was isolated from ovaries dissected from 4- to 6-h-old females. Ovaries of this age are developmentally immature and lack the transcriptionally active late-stage egg chambers (Klug *et al.* 1968), a strategy used to enrich for RNA production emanating from cells of the stem cell niche. Ovaries were dissected in PBS on ice and stored at −80°C. RNA was isolated with TRIzol (Invitrogen) extraction and treated with DNase I and column purified with the RNAeasy kit (Qiagen). In total, RNA-seq was completed on independent biological RNA isolates from (1) three *CS*; (2) three *yw*; (3) two *nosgal4* (driver only); (4) two *emerin^G/PK^*; (5) two *emerin^G/PI^*; (6) two *baf GLKD*; and (7) three *chk2^P6/P30^*, *emerin^G/PK^*. All RNA samples were sent to Novogene for library preparation involving polyA capture to remove rRNA and reverse transcription prior to sequencing. Illumina PE150 technology was used to sequence the samples. Downloaded sequencing results were converted to FASTQ format and adaptor sequences were trimmed from the paired reads using Trim-Galore! (v0.0.6) in paired mode. Trimmed sequences were aligned to the *Drosophila* *melanogaster* reference transcriptome (version dm6; BDGP6.32 from Ensembl) using Kallisto (v0.46.1) with bootstraps set to 30. Transcript level counts were joined and converted to gene level counts using the tximeta package in R (v1.6.3). Differential expression analysis was performed using DESeq2 (v1.28.1) in R, with significant genes defined as genes with an adjusted *P*-value <0.05. Genes with fewer than 10 total counts across all genotypes were excluded from analysis. Principal component analysis (PCA) plots were generated in R using DESeq2 (v1.28.1) along with ggplot (v1.6.3).

Overlaps between differentially expressed gene sets identified in *NL* mutants (Supplementary Table S1) and published datasets were completed in R using BioVenn (v1.1.2). These analyses included differentially expressed genes identified in the analysis of *tud* mutant ovaries (Coux *et al.* 2018; GSE108473 supplemental file GSE108472_Soma_RNA seq-1), *bam* mutant ovaries (Tiwari *et al.* 2019; Supplementary Table S2, GSE138987), Lamin-B depletion in Kc cells (Nazer *et al.* 2018; Supplementary Table S2, GSE95844), and Lamin-B depletion in the fat body (Chen *et al.* 2014; Supplementary Table S4, GSE62580). The statistical significance of overlaps between gene sets was determined using Fisher’s exact tests (FETs), completed in the R package GeneOverlap (v1.24.0). To define the chromatin profile of *NL* misregulated genes, a GTF file containing coordinates of each of the five chromatin states (Filion *et al.* 2010) was mapped to the dm6 genome (FlyBase), using the intersect command from bedtools (v2.29.2). The generated BED file with gene transcripts linked to a chromatin color was filtered in R to ensure that the assigned chromatin color was the color associated with the gene TSS, an approach used previously (Filion *et al.* 2010). Genes with multiple promoters in different chromatin colors were randomly assigned to a single color. Pathway analyses used FlyEnrichr, an analysis tool built from 35 Drosophila libraries (Kuleshov *et al.* 2019). FlyEnrichr was used for specific KEGG pathway and transcription factor target identification.

Quantitative PCR used RNA isolated from ∼50 ovary parts. RNA was converted into cDNA using the High Capacity cDNA kit with random hexamer primers (Applied Biosystems). Primers used in this study are listed in Supplementary Table S2. Cycle threshold levels were normalized to the housekeeping gene, *RpL32*, and fold-enrichment was calculated relative to the *yw* reference strain using the ΔΔCt method (Livak and Schmittgen 2001).

## Results and discussion

### NL dysfunction causes gene expression changes in the ovary

Survival of adult stem cells in the female and male germlines depends upon emerin and BAF (Barton *et al.* 2013, 2016; Duan *et al.* 2021). To gain further insights into the mechanism of stem cell loss, we investigated gene expression changes in the ovary resulting from loss of either NL component. We focused on the ovary, as both emerin and *baf* mutant phenotypes are present in newborn *emerin* and *baf* GLKD mutant females (Figure  1A) but have an age-dependent component in males (Barton *et al.* 2016). Ovaries of newly born females are developmentally immature and lack the transcriptionally active later stages of oogenesis (Klug *et al.* 1968). As such, these ovaries provided a strategy to define the RNA profile of cells in the stem cell niche.

**Figure 1:**
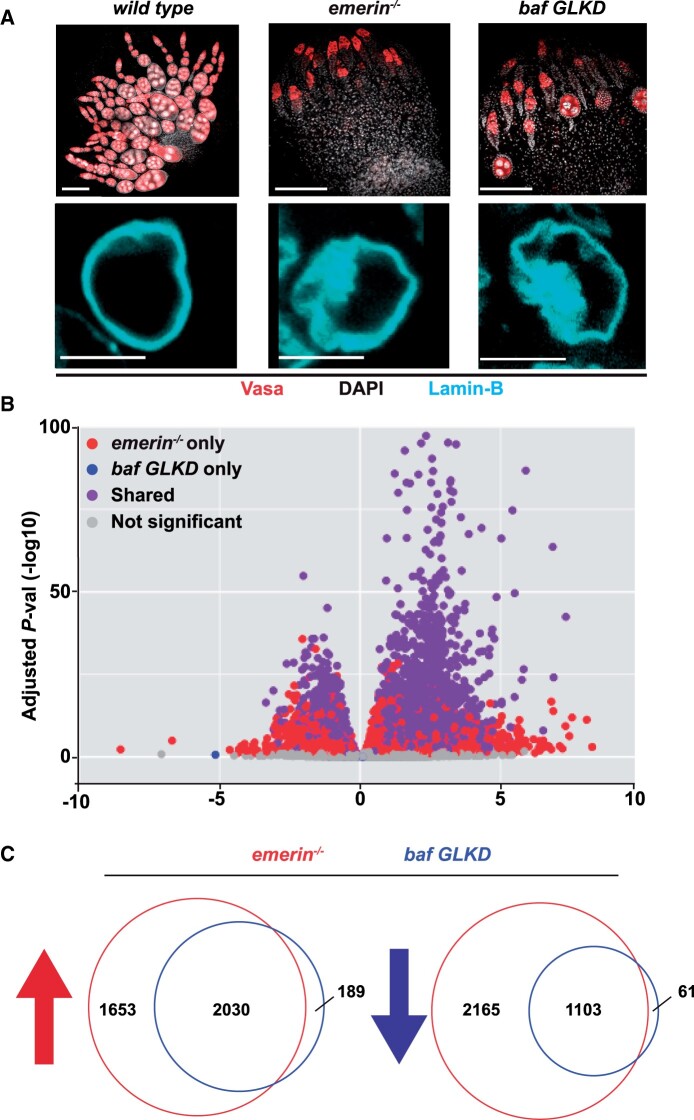
Shared gene expression changes in *emerin* and *baf* mutant ovaries. (A) Top: shown are representative confocal images of ovaries dissected from newly born *wild-type*, *emerin^−/−^*, and *baf* germline knockdown (*baf* GLKD) females stained with an antibody against Vasa (red) and DAPI (white). Scale bar: 100 μm. Bottom: confocal images of individual GSC nuclei stained with an antibody against Lamin-B (blue). Scale bar: 5 μm. (B) Volcano plot of gene expression changes in *emerin* and *baf* GLKD mutants, showing expression changes between *emerin* (red) or *baf* GLKD (blue) and wild-type references, with overlap between these datasets indicated in purple. (C) Venn diagrams of up- and downregulated genes in *emerin* (red) mutant and *baf GLKD* (blue) relative to wild-type references.

First, we defined effects on the gene expression of emerin loss. 

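The paper states that ovaries came from females aged 4 to 6 h, and each library was made from 100 pairs of ovaries. The wild-type references were 4 libraries of Canton S (CS) and 3 of yw, and the emerin mutants were 2 libraries of emerin G/PI and 2 of emerin G/PK, which carry null alleles of the gene Ote in a yw background. The paper's sample number for CS is 3. Which of the 4 libraries make up that number could not be identified, so all 4 were used. The paper gives 25 °C for all crosses, and the sample labels give 25 °C for baf GLKD flies and room temperature for all others. The authors trimmed the paired reads of 150 bases, estimated counts per transcript with Kallisto and summed them to genes with tximeta. The deposited gene table holds these estimated counts without scaling for library size, and they were rounded to whole numbers before testing. The total per library was between 18138657 and 28372959 counts, with a median of 24226981 for CS, 23871591 for yw, 21704092 for emerin G/PI and 18317524 for emerin G/PK. The CS libraries 1 to 4 held 25337680, 23705838, 19605944 and 24748124 counts. The table lists 14237 genes, and 12762 were tested after leaving out 1475 with fewer than 10 counts over all 18 libraries, the paper's own criterion. All groups entered 1 fit of edgeR's quasi-likelihood test with TMM normalization, with the Benjamini-Hochberg adjusted p under 0.05 as the threshold. Expression is given in CPM, counts divided by the library size after TMM scaling and set to a common total. Positions of genes are those of the BDGP6.54 annotation.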

We performed RNA-seq of RNAs isolated from ovaries of newly born females of two wild-type reference strains (*Canton S* and *yw*) and two different *emerin* null backgrounds (*emerin^G/PK^* and *emerin^G/PI^*). Two reference and two *emerin* mutant backgrounds were used to minimize the identification of bystander genes for which expression changes were unrelated to emerin loss. The GSC loss phenotype is manifest in newly born *emerin* mutant ovaries (Figure  1A), ranging from a median of 18% of germaria without GSCs in *emerin^G/PK^* ovaries to 56% of germaria without GSCs in *emerin^G/PI^* ovaries (Barton *et al.* 2013). Comparison of RNA-seq data from the two reference and *emerin* mutants identified large numbers of genes with significantly increased (3683, adj *P*-value ≤0.05) and decreased (3268, adj *P*-value ≤0.05) expression in *emerin* mutants relative to the reference strains (Figure  1, B and C and Supplementary Table S1). 

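Ote, the gene that encodes emerin (FBgn0266420, chromosome 2R, 18275607 to 18277177), was expressed at 76.6 ± 8.94 CPM (SD, n = 7) in the wild-type libraries. It was at 59.0 and 32.7 in emerin G/PI replicates 1 and 2 and at 17.9 and 11.7 in emerin G/PK replicates 1 and 2, so that all 4 emerin libraries were below the lowest wild-type library, at 64.8. The log2 fold change of Ote was -1.33 (SE 0.31, edgeR adjusted p = 0.00175), and its level differed between both emerin backgrounds. In emerin against wild type, 3608 genes were upregulated and 3392 downregulated, which together are 54.9% of the genes tested. The median log2 fold change was 2.02 for upregulated and -0.79 for downregulated genes. With the genes whose lower group held at most 3 counts in every library set to their bound, these medians were 1.76 and -0.78. Requiring at least a 2-fold change left 2847 upregulated and 1081 downregulated genes. With each of the 18 libraries left out in turn, the counts stayed from 3121 to 3628 and from 3268 to 3696. The median log2 fold change of all genes was 0.12, and 0.19 with scaling by library size only. The reference strains also differed from each other. In CS against yw, 813 genes were higher and 773 lower, and with scaling by library size only 1168 were higher and 391 lower. From the changes against 2 reference strains in 2 mutant backgrounds, used to limit bystander genes, the paper concludes that loss of emerin disrupts expression broadly.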

To determine whether loss of emerin caused compensatory changes in other NL genes, we mapped RNA-seq reads to individual NL genes. These analyses revealed no consistent changes in the expression of *emerin2*, *dMAN1*, or *baf* upon emerin loss (Supplementary Figure S1). 

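The gene bocks, which encodes emerin2 (FBgn0037719, chromosome 3R), was at 35.4 ± 6.56 CPM (SD, n = 7) in wild type and at 30.3 ± 1.69 (SD, n = 4) in emerin mutants, a log2 fold change of -0.23 (SE 0.13, edgeR adjusted p = 0.141). It was called downregulated against yw alone, at -0.42 with an edgeR adjusted p of 0.00994, and without CS replicate 4, at -0.33 with 0.0479, while its adjusted p ranged from 0.00994 to 0.655 over 38 alternatives. The level of bocks in yw replicate 1 lay far from the other wild-type libraries. The gene baf (FBgn0031977, chromosome 2L) was at 117 ± 37.2 in wild type and at 88.6 ± 8.41 in emerin mutants, a log2 fold change of -0.40 (SE 0.20, edgeR adjusted p = 0.0908). The call of baf also depended on the reference. It passed the threshold against yw alone, at -0.69 with 0.00755 in edgeR's test, without CS replicate 1, at 0.0288, without CS replicate 4, at 0.0318, and with the strains as separate groups, at 0.0468. MAN1, which encodes dMAN1 (FBgn0034962, chromosome 2R), was downregulated, from 96.4 ± 19.7 to 54.0 ± 13.2 CPM, with a log2 fold change of -0.84 (SE 0.16, edgeR adjusted p = 0.000355). Across the alternatives its log2 fold change stayed from -1.09 to -0.63 and its adjusted p reached at most 0.0159. In chk2, emerin double mutants, which also lack emerin, MAN1 was not called in any alternative, with log2 fold changes from 0.05 to 0.47. In baf GLKD it was at -0.77 (edgeR adjusted p = 0.037), a call lost in some alternatives. The fall of MAN1 was therefore not seen in every background without emerin. Lam, which encodes Lamin-B, had a log2 fold change of -0.50 (SE 0.22, edgeR adjusted p = 0.0603), and without CS replicate 2, whose Lam level lay far below the other wild-type libraries, -0.62 with 0.00439. Lam was also called lower with filterByExpr (edgeR adjusted p = 0.0366), without any 1 of the 4 nosgal4 and baf GLKD libraries (0.0385 to 0.0449) and, in settings chosen after seeing the data, with the second library set only (0.0011) or the length trend removed (0.0438). Over 38 alternatives its adjusted p ranged from 0.0011 to 0.214. Of the 6 genes named for the nuclear lamina and Chk2 (Ote, bocks, MAN1, baf, Lam and lok), 3 were downregulated over all genes tested and 3 when adjusted over the list alone, and none was upregulated, with 0 higher at an unadjusted p under 0.05.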

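Among genes with at least 100 normalized counts and no overlap between the emerin and wild-type libraries, the highest log2 fold change was that of CG18180 (FBgn0036024, chromosome 3L), at 7.89 (SE 1.27, edgeR adjusted p = 7.15e-05). This rise came from emerin G/PK, where CG18180 was at 62.8 and 158 CPM, against 1.10 and 0.985 in emerin G/PI and 0.219 ± 0.186 (SD, n = 7) in wild type. With emerin G/PI only as the mutant group, its log2 fold change was 2.16 with an edgeR adjusted p of 0.0809. Cyp6a17 (FBgn0015714, chromosome 2R) rose from 0.173 ± 0.307 to 24.8 ± 2.51 (SD, n = 4) CPM, a log2 fold change of 7.20 (SE 0.65, edgeR adjusted p = 2.63e-07), and CG8160 (FBgn0034011, chromosome 2R) rose from 0.125 ± 0.134 to 13.7 ± 0.702, a log2 fold change of 6.75 (SE 0.66, edgeR adjusted p = 5.6e-07). The lowest log2 fold changes were those of FBgn0010549 at -3.41 (SE 0.45, edgeR adjusted p = 1.11e-05), CG7900 at -3.35 (SE 0.84, edgeR adjusted p = 0.00295) and orb at -3.15 (SE 0.37, edgeR adjusted p = 3.33e-06). The gene orb (FBgn0004882, chromosome 3R), expressed in the germ line, was at 696 to 1363 CPM in the wild-type libraries (mean 935, n = 7) and at 229, 80.0, 62.4 and 49.9 in emerin G/PI 1, emerin G/PI 2, emerin G/PK 1 and emerin G/PK 2. For Cyp6a17, CG8160, FBgn0010549, CG7900 and orb, no alternative and no library left out changed the call. Over the alternatives, the log2 fold change of FBgn0010549 ranged from -4.25 to -2.53 and that of CG7900 from -4.29 to -1.99.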

Based on these data, we conclude that loss of the single NL component emerin causes widespread disruption of gene expression.

Second, we defined effects on gene expression of germ cell-specific loss of BAF. We completed RNA-seq of RNAs obtained from ovaries of newly born females carrying only the driver transgene (*nosgal4*) and females carrying both the driver and responder transgenes (*baf* GLKD). 

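In baf GLKD, the germline driver nosgal4 expresses RNA against baf, and females carrying the driver alone are the reference. Both genotypes have 2 libraries, made from ovaries of the same age and number and processed by the authors in the same way as the emerin libraries. The sample labels give 25 °C for baf GLKD and room temperature for nosgal4, while the paper gives 25 °C for all crosses. If the labels hold, an effect of temperature cannot be separated from that of the knockdown. The nosgal4 libraries held 26390246 and 22804959 counts and the baf GLKD libraries 23231858 and 19734656. With 2 libraries per group the test rests on the spread that all 18 libraries share in the fit. In simulated counts with 200 changed genes, it recovered 100 of them in this comparison, against 161 in emerin against wild type, and 4.8% of its calls were false. The first replicate of each genotype belongs to a set of 7 libraries, found after the data were seen, whose deposited transcript tables total 7.4 to 18.9 times less than the gene table. Leaving out a baf GLKD or nosgal4 library leaves 1 library in the group, so only the log2 fold change is given in that case, without a test.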

Extensive GSC loss is observed in newly born *baf* GLKD ovaries, with a median of 38% of germaria without GSCs (Figure  1A) (Duan *et al.* 2020b). Comparison between *nosgal4* and *baf* GLKD transcriptomes identified 2219 genes with significantly increased (adj *P*-value ≤0.05) and 1164 genes with significantly decreased (adj *P*-value ≤0.05) expression (Figure  1, B and C and Supplementary Table S1). 

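The gene baf was at 98.0 ± 17.0 CPM (SD, n = 2) in nosgal4 and at 69.4 ± 4.28 (SD, n = 2) in baf GLKD, a log2 fold change of -0.50 (SE 0.31, edgeR adjusted p = 0.261). Both baf GLKD libraries were below both nosgal4 libraries for this gene, and the fall in whole ovaries was not past the threshold. It passed with the length trend of each library removed, a setting chosen after seeing the data, at -0.48 with an edgeR adjusted p of 0.0379. The log2 fold change of baf was -0.66 without nosgal4 replicate 1 and -0.31 without nosgal4 replicate 2. In total, 1692 genes were upregulated and 1057 downregulated in baf GLKD, 21.5% of the genes tested. With scaling by library size only there were 1819 upregulated and 444 downregulated genes. The median log2 fold change of all genes was 0.11 with TMM, 0.18 with RLE and 0.29 with library size only, so the downregulated genes are given relative to a scaling-dependent centre. Called genes had a median log2 fold change of 2.26 for upregulated and -0.76 for downregulated genes, and 2.21 and -0.76 with genes at the floor set to their bound. At least a 2-fold change was seen in 1538 upregulated and 172 downregulated genes. With each library of another genotype left out in turn, the counts stayed from 1588 to 1812 and from 859 to 1326. The highest fitted log2 fold changes, which depend on the prior count, were those of CG31681, CG31862 and CG42521, with at most 1 count in each nosgal4 library. Set against 3 counts, they were at least 144-fold, 192-fold and 64.2-fold higher, and Cyp6a17 at least 99.9-fold. CG42521 rests on 1 library, at 16.7 CPM in baf GLKD replicate 1 and 0.332 in replicate 2. Its call was lost with only the groups compared in the fit (edgeR adjusted p = 0.0908, range over the alternatives 0.00998 to 0.0908). The lowest log2 fold changes were those of CG14053 at -2.95 (SE 0.78, edgeR adjusted p = 0.0148), CG1801 at -2.35 (SE 0.72, edgeR adjusted p = 0.0285) and Dhc98D at -2.11 (SE 0.73, edgeR adjusted p = 0.0483). The call of Dhc98D was lost without any of 8 libraries of other genotypes, at most at 0.0621 without chk2, emerin replicate 3, and over all alternatives its adjusted p ranged from 0.00146 to 0.0889. CG14053 and CG1801 were also lower in emerin G/PK than in emerin G/PI.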

As expected from the shared phenotypes (Figure  1A), the *emerin* and *baf* mutant backgrounds show strong overlap between misregulated genes. Notably, 91% (2030) of *baf* upregulated and 95% (1103) of *baf* downregulated genes were also identified in *emerin* mutants (Figure  1, B and C), defining a set of NL-regulated genes. These data indicate that the emerin and BAF partnership extends to the regulation of gene expression in the ovary.

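Of the 1692 genes upregulated in baf GLKD, 1576 were also upregulated in emerin mutants, which is 93.1% (95% exact Clopper-Pearson interval 91.8 to 94.3). Chance would give 478.4 shared genes (odds ratio 60.42, one-sided Fisher's exact test, log10 p = -826.2). Of the 1057 downregulated genes, 1014 were also downregulated in emerin mutants, which is 95.9% (interval 94.6 to 97.0), where chance would give 280.9 (odds ratio 92.46, log10 p = -566.4). Genes called in opposite directions numbered 2 higher and 3 lower in baf GLKD. The intervals cover the number of genes only. The comparisons share no library, although 1 fit estimates their spread. CS only as wild type moved the share of upregulated genes most, to 84.2%, and the 2-fold threshold that of downregulated genes, to 82.6%. With each library of another genotype left out in turn, the shares stayed from 90.0% to 93.7% and from 95.0% to 97.8%.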

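Across all 12762 genes tested, the log2 fold change in baf GLKD and that in emerin mutants had a Pearson correlation of 0.62 and a Spearman correlation of 0.74. This is a correlation across genes, which are not independent replicates. Among the genes shared by both comparisons, orb had a log2 fold change of -1.61 (SE 0.51, edgeR adjusted p = 0.0344) in baf GLKD. From the number of shared genes, which it calls NL-regulated, the paper reasons that the partnership of emerin and BAF reaches gene expression in the ovary.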

Third, we performed gene ontology and pathway analysis of the NL-regulated gene set. Loss of emerin and BAF causes activation of a DNA damage response (Barton *et al.* 2018). Motivated by this finding, we manually inspected the expression of high confidence irradiation-induced DNA damage response genes in reference and *NL* mutant backgrounds. This inspection identified only three shared genes [8% (3/38), *P = *0.92; van Bergeijk *et al.* 2012], including Jun-related antigen (Jra), Kayak (Kay), and CHKov1. These findings reinforce observations that ATR and Chk2 activation in *emerin* mutants is independent of DNA damage (Barton *et al.* 2018). 

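Jra (FBgn0001291, chromosome 2R) was at 30.7 ± 2.88 CPM (SD, n = 7) in wild type and 56.1 ± 6.51 (SD, n = 4) in emerin mutants, a log2 fold change of 0.87 (SE 0.11, edgeR adjusted p = 9.71e-06). In baf GLKD its log2 fold change was 0.58 (SE 0.19, edgeR adjusted p = 0.0346), a call that was lost without emerin G/PI replicate 2 at 0.0502 and ranged over the alternatives from 0.00331 to 0.16. The gene kay (FBgn0001297, chromosome 3R) rose from 98.8 ± 34.9 to 383 ± 35.6 in emerin mutants, a log2 fold change of 1.96 (SE 0.25, edgeR adjusted p = 7.47e-06), although emerin G/PI replicate 1 lay apart from the other emerin libraries. In baf GLKD kay had a log2 fold change of 1.88 (SE 0.42, edgeR adjusted p = 0.00581). CHKov1 (FBgn0045761, chromosome 3R) rose from 8.21 ± 2.83 to 19.5 ± 6.07, a log2 fold change of 1.25 (SE 0.26, edgeR adjusted p = 0.000754). In baf GLKD it was at 24.4 ± 6.33 (SD, n = 2) against 11.4 ± 2.45 (SD, n = 2) in nosgal4, a log2 fold change of 1.10 (SE 0.43, edgeR adjusted p = 0.0778). Its adjusted p ranged from 0.0232 to 0.106 and was under 0.05 with DESeq2, at 0.0308, and with DESeq2 and a transcript length offset, at 0.0315. In edgeR's test it was also under 0.05 with CS or yw alone as wild type and with the strains as separate groups. Thus all 3 genes were called upregulated in emerin mutants, over all genes tested and adjusted over the list alone, and 2 and 3, respectively, in baf GLKD. Since the study named these genes from the same libraries, the count adjusted over the list alone is not independent evidence. In chk2, emerin ovaries none was called, with 0 higher and 1 lower at an unadjusted p under 0.05. The full set of irradiation response genes was not analysed here.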

Strikingly, Jra and Kay are subunits of Drosophila AP-1, a downstream effector of the stress-induced Jun N-terminal kinase (JNK) pathway (Herrera and Bach 2021). As JNK activation is linked to apoptosis, we suggest that JNK activation might contribute to GSC loss in *emerin* and *baf* mutant backgrounds. Next, we used FlyEnrichr to understand gene pathways identified in the NL-regulated genes (Kuleshov *et al.* 2019). These enrichment analyses identified the Toll and Imd pathways as significant among upregulated genes (Table  1), two pathways involved in the regulation of the Drosophila immune response (De Gregorio *et al.* 2002; Tanji *et al.* 2007). 

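The pathway lists of the paper's enrichment tool were not analysed here. A list of 43 Toll and Imd pathway genes, fixed before the data were examined, was used instead. The paper named the pathway from the same libraries, so a test of these genes is not independent evidence. In emerin mutants, 20 of these genes were upregulated and 4 downregulated, the same numbers when adjusted over the list alone, with a median log2 fold change of 0.54 (camera with its preset correlation between genes, adjusted p = 0.00557 over 20 list tests). In baf GLKD, 13 were upregulated and 2 downregulated, and 15 and 2 when adjusted over the list alone. The median was 0.83, or 0.65 with genes at the floor set to their bound (camera adjusted p = 0.00241). One library decided its size. It was 0.40 without baf GLKD replicate 1 and 1.31 without baf GLKD replicate 2. The members with the smallest adjusted p in emerin mutants were nec, Dif and psh. The gene nec (FBgn0002930, chromosome 2R) rose from 16.1 ± 4.67 CPM (SD, n = 7) to 82.0 ± 6.17 (SD, n = 4), a log2 fold change of 2.35 (SE 0.18, edgeR adjusted p = 4.59e-08). Dif had a log2 fold change of 2.36 (SE 0.24, edgeR adjusted p = 8.79e-07) and psh of 2.70 (SE 0.29, edgeR adjusted p = 1.38e-06). In chk2, emerin ovaries, 0 genes of the list were upregulated, with 2 at an unadjusted p under 0.05, and 9 were downregulated. The median there was -0.54, or -0.42 with genes at the floor set to their bound (camera adjusted p = 0.00036). In emerin against chk2, emerin, 27 were upregulated and 3 downregulated. Of the camera calls under 0.05 in the lists for Toll and Imd, tRNA synthetases, replication, repair and JNK, all held under fry and none with an estimated correlation, where the adjusted p of this list in emerin mutants was 0.134.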

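For the pathways of Table 1 with lower expression, 3 lists fixed in the same way were tested. The paper named these pathways from the same libraries too. Of 35 aminoacyl-tRNA synthetase genes tested, 31 were downregulated in emerin mutants, or 32 when adjusted over the list alone, and 0 were upregulated, with 0 also at an unadjusted p under 0.05. The median log2 fold change was -0.52 (camera adjusted p = 1.64e-08). TrpRS (FBgn0010803) fell from 86.3 ± 8.36 CPM (SD, n = 7) to 52.0 ± 7.64 (SD, n = 4), a log2 fold change of -0.73 (SE 0.10, edgeR adjusted p = 2e-05). CysRS, at -0.82, and IleRS-m, at -0.77, were also downregulated. In baf GLKD, 28 synthetase genes were downregulated, or 30 when adjusted over the list alone, with a median of -0.70 (camera adjusted p = 2.32e-14). Of 25 DNA replication genes tested, 24 were downregulated in emerin mutants by either adjustment, with a median of -0.98 (camera adjusted p = 9.45e-11). Mcm5 (FBgn0017577) fell from 134 ± 21.2 to 61.3 ± 8.03, a log2 fold change of -1.13 (SE 0.12, edgeR adjusted p = 1.47e-06). Fen1 and RPA1 were at -0.98 and -0.78. In baf GLKD, 12 were downregulated, or 21 when adjusted over the list alone, with a median of -0.63 (camera adjusted p = 1.72e-09). All 18 nucleotide excision repair genes were downregulated in emerin mutants, with a median of -0.54 (camera adjusted p = 7.45e-07), Ssl1 at -1.05 and Cdk7 at -0.87 among them. In baf GLKD, 10 were downregulated, or 13 when adjusted over the list alone, with a median of -0.58 (camera adjusted p = 3.92e-07). In chk2, emerin ovaries, 7 synthetase genes were upregulated, or 13 when adjusted over the list alone (median 0.28, camera adjusted p = 5.44e-09). None of the replication genes was called there, with 2 higher and 1 lower at an unadjusted p under 0.05, and 2 repair genes were upregulated and 1 downregulated (camera adjusted p = 0.4 and 0.148).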

Enrichment analyses of downregulated genes identified components of translation, DNA replication, and DNA repair pathways as significant (Table  1), an outcome consistent with the absence of developing oocytes (Figure  1A). 

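Of 14 genes of the JNK pathway and apoptosis, a list fixed in the same way, 8 were upregulated and 0 downregulated in emerin mutants. There were 0 lower at an unadjusted p under 0.05, and the same numbers were found when adjusted over the list alone. The list holds Jra and kay, from which the paper proposed JNK activation in the same libraries, so it is not independent evidence. Its median log2 fold change was 0.87, or 0.81 with genes at the floor set to their bound (camera adjusted p = 0.00549). The gene egr (FBgn0033483, chromosome 2R), which encodes the ligand Eiger, rose from 19.1 ± 5.95 CPM (SD, n = 7) to 79.4 ± 15.2 (SD, n = 4), a log2 fold change of 2.06 (SE 0.21, edgeR adjusted p = 9.83e-07). In baf GLKD, 9 genes of the list were upregulated, or 10 when adjusted over the list alone, with a median of 1.32 (camera adjusted p = 0.000139). In chk2, emerin ovaries none was called, with 1 higher and 2 lower at an unadjusted p under 0.05, and the median was -0.20 (camera adjusted p = 0.415). In emerin against chk2, emerin, 8 were upregulated (camera adjusted p = 0.00706).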

Taken together, the gene expression profile resulting from NL dysfunction shows the evidence of stress-induced cell death associated with blocked oogenesis.

**Table 1:** KEGG pathway analysis of shared emerin and BAF misregulated genes

Pathway	Adjusted *P*-Value
Upregulated genes (1992)	
Toll and Imd signaling	1.9e−4
Downregulated genes (1051)	
AA-tRNA biosynthesis	1.5e−18
Nucleotide excision repair	1.3e−9
RNA degradation	9.7e−8
DNA replication	2.0e−6
Dorsal ventral axis formation	9.0e−5

### *NL* mutants share gene expression changes with other GSC mutants

The set of NL-regulated genes was derived from shared gene expression changes resulting from global loss of emerin, but germ cell restricted loss of BAF. As such, this strategy emphasizes consequences of NL dysfunction in germ cells. 

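Marker genes of 8 cell types, listed before the data were examined, were used to describe both compartments of the ovary. Of 20 germ cell genes, 16 were downregulated and 1 upregulated in emerin mutants, with a median log2 fold change of -1.95. Their summed expression was 1622.1 CPM in emerin mutants and 5432.4 in wild type. AGO3 (FBgn0250816) fell from 156 ± 33.8 (SD, n = 7) to 38.3 ± 3.91 (SD, n = 4), a log2 fold change of -2.03 (SE 0.16, edgeR adjusted p = 7.25e-08). In baf GLKD, 8 germ cell genes were downregulated with a median of -0.91. Of 14 genes of the somatic cells of the germarium and follicle, 9 were upregulated and 1 downregulated in emerin mutants, with a median of 1.10, and 6 were upregulated in baf GLKD, with a median of 1.49. All 14 genes of the ovarian muscle sheath were upregulated in emerin mutants (median 2.41) and 12 in baf GLKD (median 2.23). Its gene Tm2 (FBgn0004117) rose from 283 ± 78.4 to 1621 ± 107 in emerin mutants, a log2 fold change of 2.52 (SE 0.17, edgeR adjusted p = 1.11e-08). The hemocyte list rose by a median of 2.49 in emerin mutants and 3.47 in baf GLKD, and its gene Pxn reached 858.8 CPM in emerin mutants. The fat body list, whose most abundant gene Fbp1 reached 505.6, rose by 3.03 and 3.42, and the trachea list by 2.27 and 2.38. In these 3 lists, 9, 9 and 6 of 9, 9 and 6 genes were upregulated in emerin mutants. Neuron markers (median 0.42 in emerin mutants and 1.79 in baf GLKD) and late-stage follicle cell markers (0.41 and 2.16) depended on single libraries. The neuron medians were 0.09 without emerin G/PI replicate 2 and 0.85 without baf GLKD replicate 2. The late-stage follicle cell medians were -0.57 without emerin G/PI replicate 2, 1.18 without CS replicate 3 and 0.38 without baf GLKD replicate 1. In chk2, emerin ovaries, the germ cell median was 0.17 and that of the germarium and follicle list -0.04. Library size only and RLE scaling changed the sign of none of these medians. Without CS replicate 4 the germarium and follicle median in chk2, emerin was 0.05. The muscle sheath median there was -0.57, with 3 genes downregulated. That of the fat body was -0.37, with 2 downregulated, and -0.01 without CS replicate 3. It was -0.50 for neurons, -0.26 for trachea and 0.59 for late-stage follicle cells. For hemocytes it was -0.55, or -0.21 with genes at the floor set to their bound. Many of these genes are expressed in wild-type ovaries, so the lists do not separate a change within cells from a change in the number of cells.

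**Figure D1:**
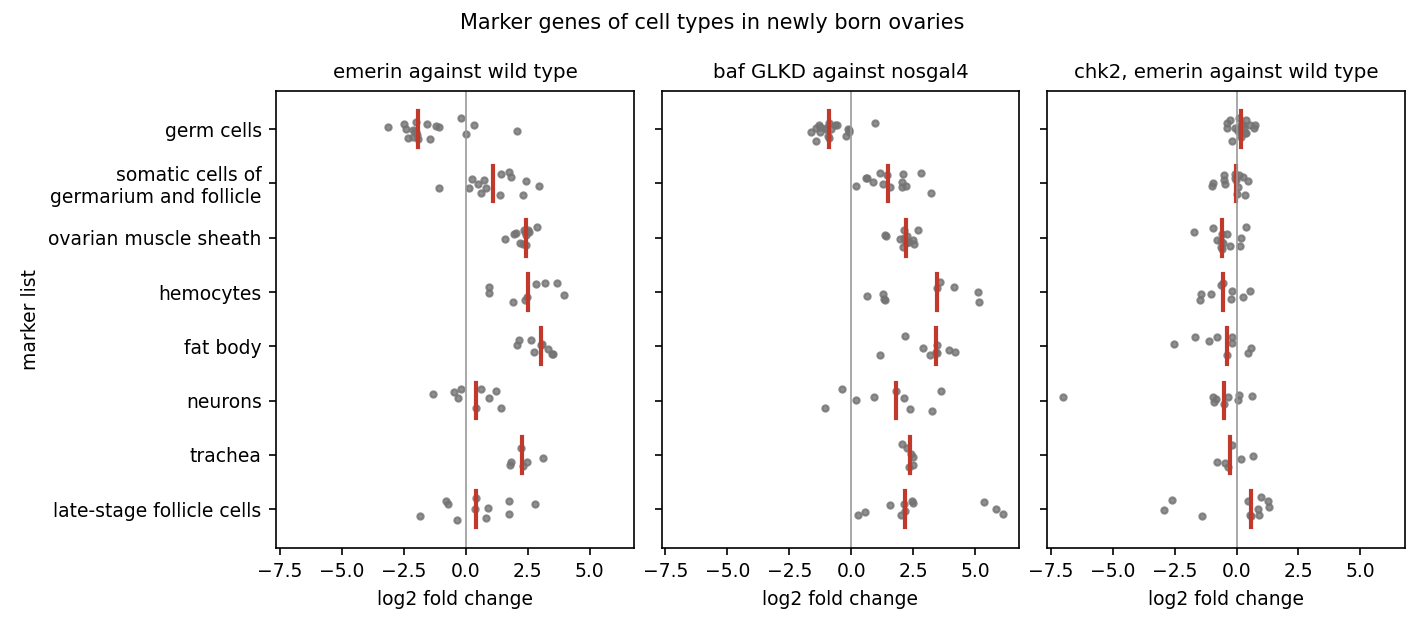
Log2 fold change of the marker genes of 8 cell types in emerin against wild type, baf GLKD against nosgal4 and chk2, emerin against wild type. Grey points are genes and red lines are the list medians, which for germ cells are -1.95, -0.91 and 0.17. The median of the late-stage follicle cell list changes sign in emerin mutants without emerin G/PI replicate 2.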

Even so, we reasoned that the set of NL-regulated genes likely included genes with expression changes in somatic and germ cells. To understand the contributions from these different cell types, we assessed whether *NL* mutants produce common gene expression signatures with GSC homeostasis mutants that lack or over-proliferate GSCs (Yan *et al.* 2014). First, we compared the set of NL-regulated genes with genes misexpressed in *tud* mutants (Supplementary Table S1; Coux *et al.* 2018). Tudor is required for germ cell specification (Thomson and Lasko 2004), such that all *tud* mutant ovaries completely lack germ cells (Figure  2A). As such, overlapping changes in gene expression are expected to address how germ cell NL dysfunction affects somatic cells. Notably, significant overlap was observed between *NL* and *tudor* upregulated (3%, 64/2030, *P < *0.041) but not downregulated genes (0.3%, 3/1103, *P *=* *1; Figure  2C). These data support that the NL upregulated genes include expression changes in the soma. Second, we compared the set of NL-regulated genes with genes misexpressed in *bam* mutant GSCs. Bam is essential for GSC differentiation due to an requirement in the regulation of mRNAs encoding stem cell maintenance factors. Loss of Bam results in ovaries that carry tumors of GSC-like cells (Figure 2B; Tiwari *et al.* 2019). In this case, overlapping changes in gene expression are expected to address germ cell consequences of the NL-regulated genes. These comparisons revealed no significant overlap between *NL* and *bam* upregulated genes (36%, 518/2030, *P *=* *1) but significant overlap with downregulated genes (16%, 179/1103, *P *<* *4.9e−3; Figure  2C). These data support that the NL downregulated genes represent differentiation gene changes in the germ cell. Taken together, these findings provide evidence that shared defects in the *NL* mutants integrate gene expression changes in somatic and germ cells.

**Figure 2:**
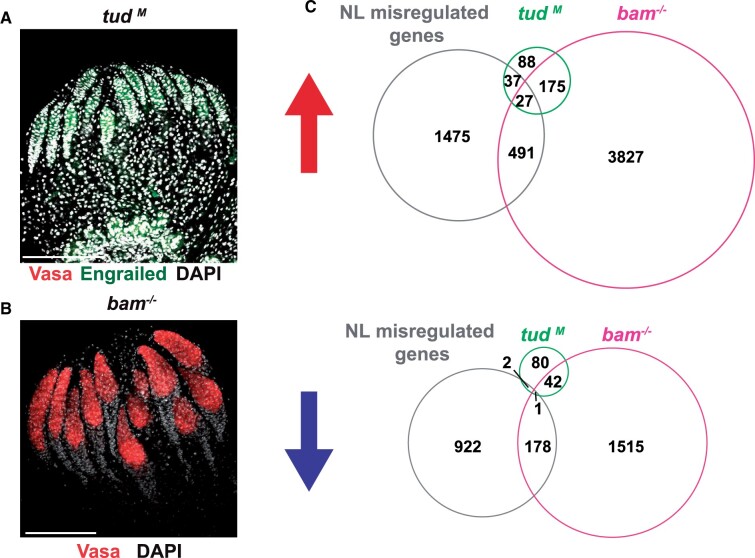
*NL* mutants alter gene expression in the soma and germline. (A) Shown is a representative confocal image of a newly born *tudor* maternal mutant (*tud^M^*) ovary stained with antibodies against Vasa (red), Engrailed (green), and DAPI. Scale bar: 100 μm. (B) Shown is a representative confocal image of a newly born *bam* mutant (*bam^−/−^*) ovary stained with an antibody against Vasa (red) and DAPI. Scale bar: 100 μm. (C) Venn diagrams of NL shared genes overlapped with up- or downregulated genes in *tud* (green; Coux *et al.* 2018) and *bam* (red; Tiwari *et al.* 2019) mutant backgrounds relative to wild-type references.

### Chk2 activation has a major role in gene expression changes in *emerin* mutants

Oogenesis is restored in *chk2, emerin* double mutants (Figure  3A). Indeed, newly born double mutant ovaries show no GSC loss and females lay wild-type levels of eggs for days (Barton *et al.* 2018). We reasoned that RNA-seq analyses of *chk2, emerin* double mutant ovaries would advance our understanding of how activated Chk2 shapes gene expression in the *NL* mutant backgrounds. To this end, we completed RNA-seq on triplicate biological replicates of RNA obtained from ovaries isolated from newly born *chk2, emerin* double mutant females. 

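The 3 chk2, emerin libraries held 26613672, 21012351 and 28372959 counts and were processed by the authors like the others. The emerin alleles of the double mutant are those of emerin G/PK. The gene lok, which encodes Chk2 (FBgn0019686, chromosome 2L, 20061422 to 20064381), was at 16.0, 15.7 and 14.3 CPM in chk2, emerin replicates 1 to 3, against 194 to 248 (mean 228, n = 7) in the wild-type libraries, a log2 fold change of -3.89 (SE 0.24, edgeR adjusted p = 9.05e-08). In emerin mutants lok was also lower, at 75.0 ± 30.6 (SD, n = 4) and a log2 fold change of -1.60 (SE 0.18, edgeR adjusted p = 2.73e-06), with emerin G/PI replicate 1 at 121 apart from the other emerin libraries. Ote was at 22.6 ± 0.886 (SD, n = 3) in chk2, emerin ovaries, a log2 fold change of -1.76 (SE 0.36, edgeR adjusted p = 0.00905), a call that was lost without chk2, emerin replicate 1 at 0.0625 or replicate 3 at 0.0548 (range over the alternatives 1.15e-05 to 0.0625). The double mutants were compared with the 7 CS and yw libraries in the same fit, and emerin mutants were compared with the double mutants directly. EDGs and CDGs were defined as in the paper, from the genes called in the same direction in both comparisons against wild type. Both comparisons use the same wild-type libraries, so unchanged chk2, emerin libraries and the wild-type libraries were simulated 20 times around the wild-type mean. In simulated counts with 200 changed genes the test recovered 140 in this comparison, and 2.1% of its calls were false.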

PCA and unsupervised clustering of RNA-seq data showed that *chk2, emerin* double mutants clustered with wild-type backgrounds but were separate from *emerin* or *baf* mutant backgrounds (Figure  3B and Supplementary Figure S2). These observations provide molecular evidence that loss of Chk2 strongly suppresses the *emerin* mutant phenotype. 

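In the principal component analysis of variance-stabilised counts over the 500 most variable genes, the first component held 65.4% of the variance and the second 10.2%. On the first component the chk2, emerin libraries lay at -17.5, -13.3 and -12.5, the CS libraries at -19.7, -16.5, -7.9 and -1.5, the yw libraries at -19.1, -23.6 and -18.1 and the nosgal4 libraries at -20.2 and -31.7. The emerin G/PI libraries lay at 32 and 41.2, the emerin G/PK libraries at 43.6 and 46.0 and the baf GLKD libraries at 25.9 and 12.9. The mean distance of the chk2, emerin libraries was 29.1 to the wild-type libraries and 60.6 to the emerin libraries, and the mean distance among the wild-type libraries was 28.6. Hierarchical clustering with complete linkage separated the 12 wild-type, nosgal4 and chk2, emerin libraries from the 6 emerin and baf GLKD libraries. With all genes tested the first component held 58.9%, with the same clusters by number. With log2 CPM, where the first component held 44.7% and the second 17.1%, baf GLKD replicate 2 joined the cluster of the wild type, which then held 13 libraries against 5. With each library left out in turn, the share of the first component stayed from 62.3% to 66.9%.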

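In chk2, emerin against wild type, 360 genes were upregulated and 607 downregulated, which is 7.6% of the genes tested. At an unadjusted p under 0.05 the numbers were 1303 and 1989. Called genes had median log2 fold changes of 0.67 for upregulated and -1.02 for downregulated genes, and 0.66 and -0.96 with genes at the floor set to their bound. A 2-fold change was reached by 103 and 310 genes. In 20 simulations of unchanged libraries at most 1 gene was called in either direction. These libraries were drawn around 1 wild-type mean, without strain differences or length trends, so they do not measure calls from such sources. The counts depended on the setting. They were 131 upregulated and 182 downregulated with only the compared groups in the fit, 685 and 1223 against yw alone, and 759 and 1174 with DESeq2. With scaling by library size only they were 253 and 923. Single libraries also moved them. The numbers were 75 and 97 without chk2, emerin replicate 1, 182 and 279 without replicate 2, 90 and 118 without replicate 3, and 204 upregulated genes without CS replicate 3. The highest fitted log2 fold change was that of Cyp12d1-d (FBgn0053503, chromosome 2R), which had 0 counts in all wild-type libraries and was at 17.4 ± 1.97 CPM (SD, n = 3) in chk2, emerin, at least 100-fold higher than a level of 3 counts. Cyp6a17 had a log2 fold change of 5.13 (SE 0.65, edgeR adjusted p = 0.000465) and CG31683 (FBgn0051683, chromosome 2L) of 4.83 (SE 0.82, edgeR adjusted p = 0.00319). The lowest fitted log2 fold changes were those of CG32640, with 0 counts in all chk2, emerin libraries and at least 85.9-fold lower, and of Oseg5 and lok. The call of CG32640 was lost without chk2, emerin replicate 1 (edgeR adjusted p = 0.0586) or replicate 3 (0.0546), with a range from 8.88e-09 to 0.0586. Oseg5 (FBgn0032891, chromosome 2L) fell from 6.79 ± 2.98 to 0.456 ± 0.302, a log2 fold change of -3.90 (SE 0.52, edgeR adjusted p = 0.000602). The level of baf was also lower, at a log2 fold change of -0.80 (SE 0.22, edgeR adjusted p = 0.0379), a call that was lost without any of the 3 chk2, emerin libraries, at 0.21, 0.0729 and 0.105, and without CS replicate 2 (0.0521) or 3 (0.0563) or yw replicate 3 (0.0524). Over its alternatives the adjusted p of baf ranged from 0.00466 to 0.21. Leaving out a library of emerin or baf GLKD also lost it, at up to 0.0556, except for emerin G/PI replicate 1. The log2 fold change in this comparison followed transcript length across 9132 genes (Spearman correlation 0.51). With the trend of each library removed, a setting chosen after seeing the data, 213 genes were upregulated and 296 downregulated.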

In total, we identified 758 upregulated and 1175 downregulated genes in *chk2, emerin* double mutants relative to expression in the wild-type references (Figure  3C and Supplementary Table S1). To determine the degree of rescue, the set of *chk2, emerin* misregulated genes was overlapped with *emerin* misregulated genes. 

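Of the 3608 genes upregulated in emerin mutants, 85 were also upregulated in chk2, emerin ovaries, which is 2.4% (95% exact Clopper-Pearson interval 1.9 to 2.9). Of the 3392 downregulated genes, 147 were also downregulated, which is 4.3% (interval 3.7 to 5.1). Independent calls would share 101.8 and 161.3 genes. With simulated unchanged chk2, emerin libraries and redrawn wild-type libraries, at most 1 gene was shared in either direction in 20 simulations. Such libraries give almost no calls, so this does not measure what shared wild-type libraries add among changed genes. Against yw alone the share was 9.0% of upregulated genes, with 309 genes, and 19.8% of downregulated genes, with 682 genes. Independent calls would there share 183.8 and 329.6 genes (odds ratios 2.36 and 4.02). Against CS alone, 166 and 175 genes were shared, where independent calls would share 136.9 and 227.8 (odds ratios 1.33 and 0.70). Whether the overlap exceeded that of independent calls thus depended on the reference. With DESeq2 the shares were 4.3% and 9.8%. Without chk2, emerin replicate 1 the shared genes were 35 upregulated (1.0%) and 20 downregulated (0.6%), without replicate 2 they were 41 (1.2%) and 63 (1.9%), and without replicate 3 they were 32 (0.9%) and 23 (0.7%). The downregulated genes numbered 278 without CS replicate 1 and 221 without CS replicate 4, and 95 without CS replicate 2. Of these 232 genes, 183 were also shared against yw alone, 148 against CS alone and 109, or 47.0%, against each of them.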

Strikingly, a near universal restoration of expression occurred, as only 4% (157/3683) of upregulated and 10% (320/3268) of downregulated genes found in *emerin* mutants remained dysregulated in *chk2, emerin* double mutants (Figure  3C). To substantiate the extensive rescue by the loss of Chk2, expression of 17 randomly selected NL upregulated genes was directly quantified in RNAs isolated from two wild-type reference strains, *emerin* mutants and *chk2, emerin* double mutants. In all but one case (94%; 16/17), loss of emerin increased RNA levels of the test gene (Figure  3D). As expected from the RNA-seq data, loss of Chk2 restored expression to genes upregulated in *emerin* mutants. 

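The 18 genes of Figure 3D were examined in the RNA-seq data. The paper's text gives 17 selected genes without naming them, so all 18 were kept. In emerin mutants all 18 were upregulated, over all genes tested and adjusted over the list alone, with a median log2 fold change of 2.34 and single genes from 0.61 to 3.99. In chk2, emerin ovaries 0 were called by either adjustment, with 1 higher and 3 lower at an unadjusted p under 0.05. The median was -0.08, with genes from -0.89 to 2.44, and it was -0.41 without chk2, emerin replicate 1 and 0.01 without replicate 2. Tested directly, emerin mutants were above chk2, emerin for 16 genes, or 17 adjusted over the list alone, with a median of 2.56. In baf GLKD 15 were upregulated, or 17 adjusted over the list alone, with a median of 2.44. Since the study picked genes for this assay by their change in the same libraries, the counts adjusted over the list alone are not independent evidence. Abd-B (FBgn0000015, chromosome 3R) was at 3.51 ± 0.913 CPM (SD, n = 7) in wild type, 30.6 ± 6.61 (SD, n = 4) in emerin mutants and 3.13 ± 0.687 (SD, n = 3) in chk2, emerin, with log2 fold changes of 3.12 (SE 0.23, edgeR adjusted p = 3.04e-08) and -0.17 (SE 0.26, edgeR adjusted p = 0.718). Its neighbour abd-A (FBgn0000014) had log2 fold changes of 2.95 (SE 0.25, edgeR adjusted p = 1.02e-07) and -0.15 (SE 0.28, edgeR adjusted p = 0.766), the latter 0.42 against yw alone. Ubx (FBgn0003944) was 2.46-fold higher in emerin mutants (edgeR adjusted p = 0.0046) and had a log2 fold change of -0.64 (SE 0.41, edgeR adjusted p = 0.343) in chk2, emerin. Its call in emerin mutants was lost with the second library set only, a setting chosen after seeing the data (edgeR adjusted p = 0.0699). The call of dpr7 in emerin mutants was lost against yw alone (edgeR adjusted p = 0.0642) and with emerin G/PI only as the mutant group (0.0784). Levels of Abd-B, Irc, CG15431, dpr7 and dpy in emerin G/PI replicate 1 lay apart from the other emerin libraries. In chk2, emerin, DESeq2 called CG11929 higher and CG1674 and RhoGAP102A lower. Against yw alone, edgeR called dpy higher (log2 fold change 2.49, adjusted p = 0.00715), and also with strains as separate groups (0.0273). Against CS alone it called CG1674 (adjusted p = 0.00906), RhoGAP102A (0.014), CG31999 (0.0117), yellow-h (0.0252) and Irc (0.0208) lower. CG11929 was called higher with counts summed from the transcript tables (edgeR adjusted p = 0.0214). CG1674 was called lower with library size only (edgeR adjusted p = 0.0459), filterByExpr (0.0421), strains as separate groups (0.0309) and the length trend removed (0.0424), and RhoGAP102A with the last of these (0.0306), a setting chosen after seeing the data. With single libraries left out, edgeR called CG11929 higher without CS replicate 1 (adjusted p = 0.0495), CG1674 lower without CS replicate 1 (0.0467), yw replicate 2 (0.0481), yw replicate 3 (0.0211) or emerin G/PI replicate 1 (0.0349), Irc lower without yw replicate 3 (0.0412) and RhoGAP102A lower without yw replicate 3 (0.0436). The dpr7 fold change in chk2, emerin lay from -0.70 without replicate 1 to 0.34 without yw replicate 1, and slf changed from 0.14 to -0.52 without replicate 1.

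**Figure D2:**
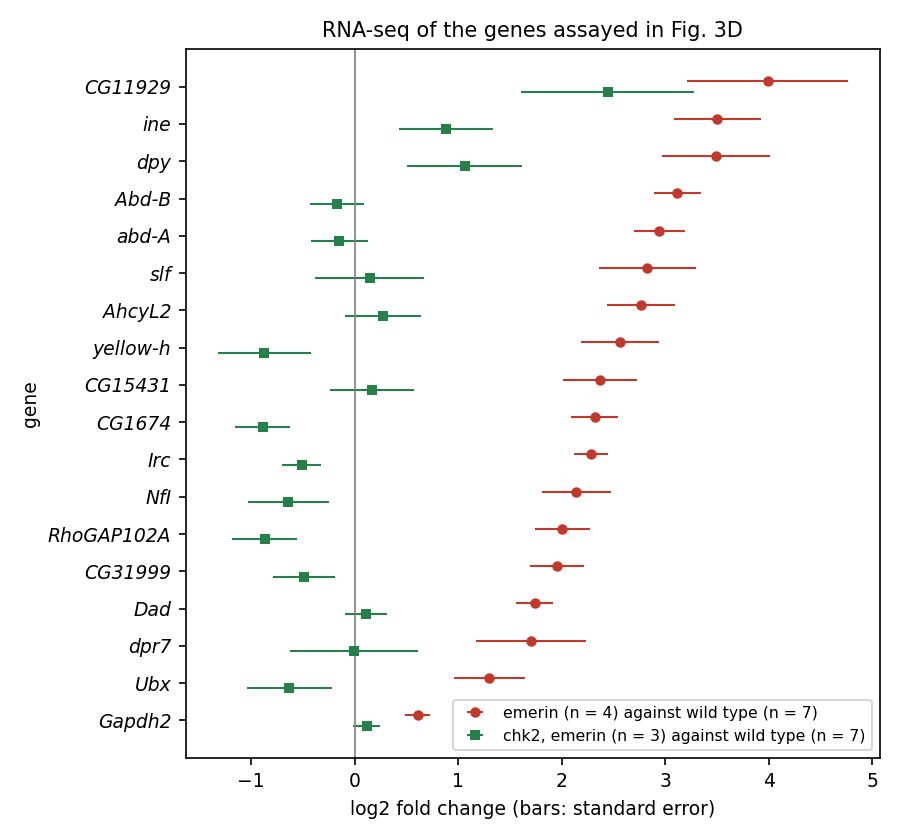
Log2 fold change against wild type (n = 7) of the 18 genes of Figure 3D in emerin mutants (n = 4) and chk2, emerin double mutants (n = 3). Points are fitted values and bars are standard errors. All 18 genes were called upregulated in emerin mutants and 0 in chk2, emerin, where CG15431, Dad, dpr7, slf, AhcyL2, abd-A, CG31999, yellow-h, Gapdh2 and dpy changed sign in some settings.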

Building from the overlap of *emerin* and *chk2, emerin* RNA-seq data, we identified two classes of misregulated genes in *emerin* mutants, a small class that remains misexpressed in the *chk2, emerin* double mutant (157 upregulated and 320 downregulated; EDGs) and a large class that shows restored expression in the *chk2, emerin* double mutant (3526 upregulated and 2948 downregulated; CDGs). 

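With the deposited counts, the EDGs numbered 85 upregulated and 147 downregulated genes and the CDGs 3523 and 3245. Upregulated EDGs had a median log2 fold change of 2.71 in emerin mutants and 1.80 in chk2, emerin, and downregulated EDGs of -0.82 and -0.91. Upregulated CDGs had medians of 2.01 in emerin mutants and -0.11 in chk2, emerin, and downregulated CDGs of -0.78 and 0.04. In 235 upregulated CDGs (6.7%) and 462 downregulated CDGs (14.2%), the log2 fold change in chk2, emerin was still over 50% of that in emerin mutants. Membership moved with the setting. Of the 232 EDGs, 222 were kept with DESeq2, 81 with only the compared groups in the fit, and 105 with the length trend of each library removed, a setting chosen after seeing the data. Without chk2, emerin replicates 1, 2 and 3, 23.3%, 44.0% and 23.7% of them were kept. Among named genes, Ote, lok, Cyp6a17, CG18180 and CG7900 were EDGs. Ote and lok are the genes mutated in the double mutant, so their low levels there can follow from the alleles themselves. The wild-type level of CG7900 depended on the strain, at 26.05 CPM in CS and 6.962 in yw, against 1.747 in chk2, emerin.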

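Not being called in chk2, emerin is no test of a difference from emerin mutants, so both mutants were compared directly. In emerin against chk2, emerin, 3366 genes were upregulated and 2901 downregulated, 49.1% of the genes tested, with median log2 fold changes of 2.24 and -0.95. Of the upregulated CDGs, 2702 (76.7%) were also higher in emerin mutants than in chk2, emerin, and of the downregulated CDGs, 2457 (75.7%) were lower. The remaining 821 and 788 CDGs did not pass the threshold in the direct comparison. Of the EDGs, 29 upregulated and 7 downregulated genes differed in the same way. With each library left out in turn the direct comparison gave from 2708 to 3528 and from 2512 to 3102 genes. Across all genes tested, the log2 fold changes in emerin and chk2, emerin had a Pearson correlation of 0.05 and a Spearman correlation of -0.04. With simulated unchanged chk2, emerin libraries and redrawn wild-type libraries, shared by both comparisons, these were 0.08 and 0.07. Without redrawing the wild-type libraries they were -0.10 and -0.05, so the simulated values depended on this choice. From the shift of most changed genes back to the level of the wild type in double mutants, the paper reasons that Chk2 drives most of the altered expression.

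**Figure D3:**
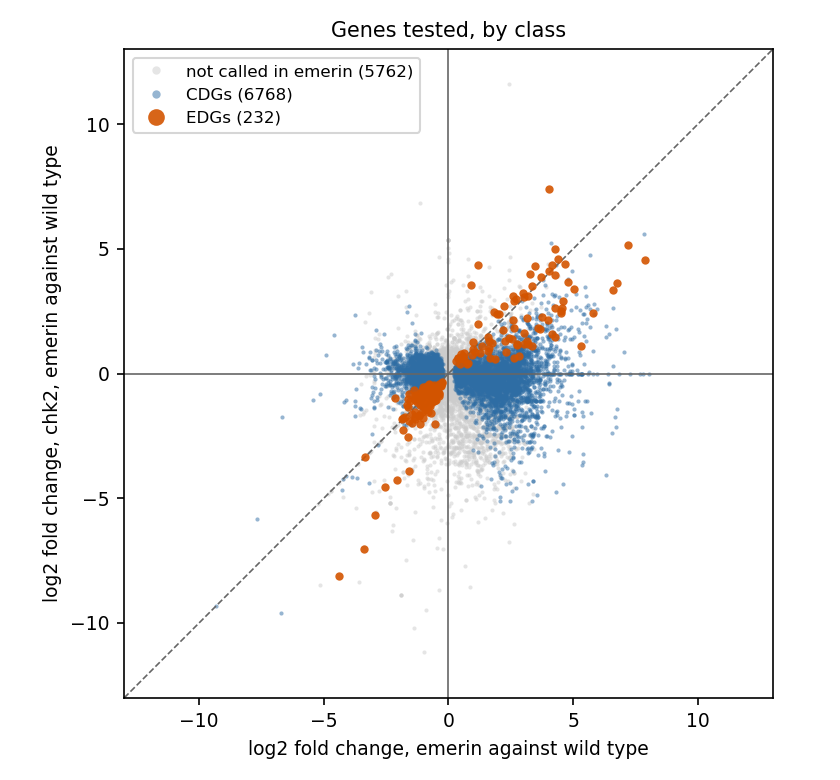
Log2 fold change in emerin against wild type and in chk2, emerin against wild type for the 12762 genes tested, with 6768 CDGs, 232 EDGs and 5762 genes not called in emerin mutants. The dashed line marks equal fold changes. Fitted values of genes with at most 3 counts in each library of a group depend on the prior count.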

Based on these data, we conclude that Chk2 is the main driver of altered gene expression in the *emerin* mutants.

**Figure 3:**
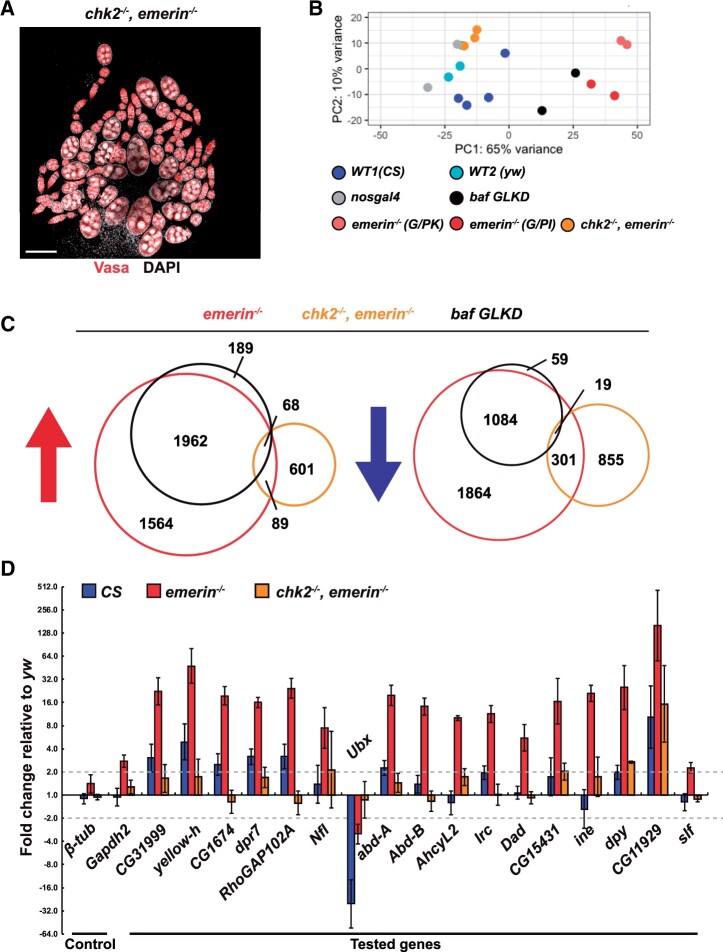
Loss of Chk2 largely restores ovary gene expression changes in *emerin* mutants. (A) Shown is a representative confocal image of a newly born *chk2*, *emerin* double mutant (*chk2^p6p30^*, *emerin^G/PK^*) ovary stained with an antibody against Vasa (red) and DAPI (white). Scale bar: 100 μm. (B) PCA of normalized RNA-seq data obtained from newly born ovaries dissected from three different *wild-type* (*WT*) females (*CS*, *yw*, and *nosgal4*), two *emerin* mutant females (*G/PK* and *G/PI*), *baf* GLKD females and *chk2*, *emerin* double mutant females (*chk2^p6p30^*, *emerin^G/PK^*). (C) Venn diagrams showing overlaps between up- and downregulated genes identified in *emerin*, *baf* and *chk2*, *emerin* double mutants relative to wild-type reference controls. (D) Quantitative RT-PCR of RNAs isolated from newly born ovaries of *WT* (CS, blue), *emerin* mutants (*emerin^G/PK^*, red), *chk2, emerin* double mutants (*chk2^p6p30^*, *emerin^G/PK^*, green). RNAs were normalized to levels of the housekeeping *RpL32* gene and fold change is shown relative to RNA levels in *yw.*

### Expression of upregulated EDGs depends on BAF

Hundreds of EDGs were misregulated in *chk2, emerin* double mutants (Figure  3C). Nearly half (43%, 68/157, *P *<* *8.1e−17) of upregulated EDGs are shared with *baf* GLKD, whereas only 6% (19/320, *P < *0.95) of downregulated are shared (Figure  3C). 

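Of the 85 upregulated EDGs, 31 were also upregulated in baf GLKD, which is 36.5% (95% exact Clopper-Pearson interval 26.3 to 47.6), where chance among all genes tested would give 11.3 (odds ratio 3.81, one-sided Fisher's exact test, p = 5.05e-08). Of the 147 downregulated EDGs, 9 were also downregulated in baf GLKD, which is 6.1% (interval 2.8 to 11.3), where chance would give 12.2 (odds ratio 0.72, p = 0.869 in Fisher's exact test). Separate references, a setting chosen after seeing the data, moved the upregulated share most. It was 66.3% with emerin compared with CS and chk2, emerin compared with yw. The downregulated share was 17.0% with only the compared groups in the fit (p = 0.0321 in Fisher's exact test), the only alternative set beforehand under which it passed 0.05, and it was 15.0% without chk2, emerin replicate 1 and 3.6% without CS replicate 1. With each library of another genotype left out in turn, the upregulated share stayed from 31.7% to 44.1%. Simulated unchanged chk2, emerin and wild-type libraries gave at most 1 EDG in either direction, too few for a share.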

Based on these findings, we conclude that the emerin and BAF partnership is primarily used for the repression of target genes.

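Emerin calls and baf GLKD calls overlap strongly, so the shares were also set against all emerin calls of the same direction. Against this background, 37.1 upregulated and 43.9 downregulated EDGs would be shared with baf GLKD by chance. The odds ratio was 0.74 for upregulated EDGs (one-sided Fisher's exact test for a larger overlap, p = 0.93) and 0.15 for downregulated EDGs (p = 3.28e-13 in Fisher's exact test for a smaller overlap). Of the CDGs, 1545 upregulated (43.9%) and 1005 downregulated (31.0%) genes were shared with baf GLKD. In baf GLKD the median log2 fold change was 1.39 over upregulated and -0.22 over downregulated EDGs, and 1.72 and -0.55 over the CDGs. From the larger share among upregulated EDGs, the paper concludes that emerin and BAF act together mainly in repression.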

We reasoned that Lamin-B might also contribute to the repression of EDGs. This prediction is based upon previous studies demonstrating that the Drosophila B-type lamin contributes to gene silencing in multiple cell types (Shevelyov *et al.* 2009; Kohwi *et al.* 2013; Chen *et al.* 2014; Nazer *et al.* 2018; Shevelyov and Ulianov 2019). Two complementary analyses were used to address the role of Lamin-B in EDG repression. First, we overlapped the set of upregulated EDGs with genes upregulated upon Lamin-B knockdown in either Kc cells (Nazer *et al.* 2018) or in adult fat bodies (Chen *et al.* 2014). Whereas no significant overlap is found between upregulated genes in the two lamin knockdown backgrounds (*P = *0.91; Figure  4A), significant overlap was found between the upregulated EDGs and the Kc upregulated genes (17%; 27/157, *P =* 0.003) but not the fat body upregulated genes (15%; 23/157, *P = *0.08). These observations indicate that Lamin-B might contribute to EDG repression. Even so, the majority of EDGs remain unaffected by Lamin-B loss. Because transcriptional derepression requires both loss of a repressor and presence of an activator, we suggest that the limited number of shared genes in the Lamin-B and EDG datasets might reflect differences in activators present in the three cell types. Alternatively, emerin might confer lamin-independent repression. Second, we characterized the type of chromatin associated with EDGs. Five principal chromatin types have been defined based on protein composition (Filion *et al.* 2010). Genome-wide assessment of EDG-associated chromatin established that EDGs are significantly enriched in red chromatin (Figure  4B), a developmentally poised chromatin type that includes genes repressed by Lamin-B (Figure 4B;Nazer *et al.* 2018). Taken together, properties of EDGs suggest a possible partnership of emerin and Lamin-B in the silencing of transcriptionally poised genes in the ovary.

**Figure 4:**
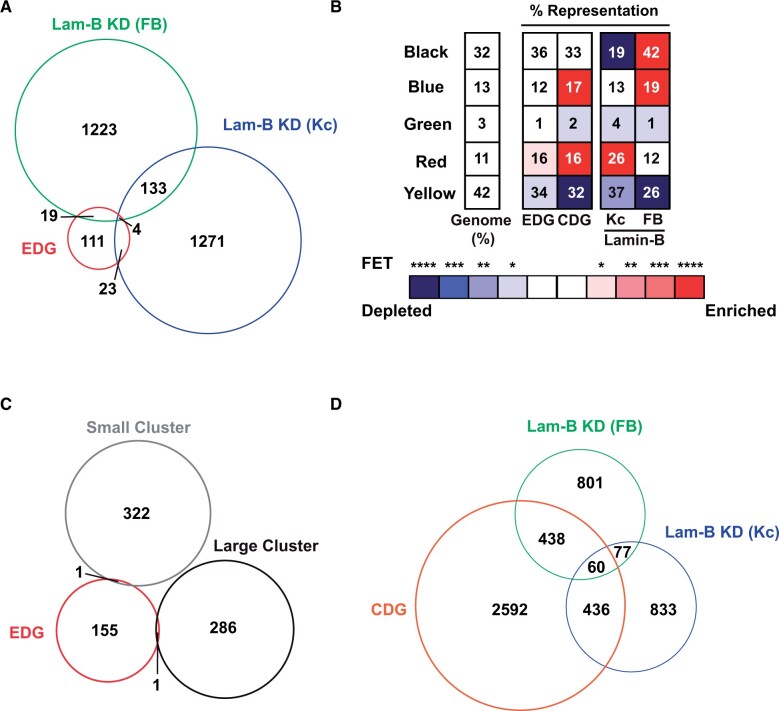
Features of EDGs and CDGs. (A) Venn diagrams showing overlap of up- and downregulated EDGs with misregulated genes resulting from Lamin-B knockdown in Kc cells (Nazer *et al.* 2018) and in the adult fat body (FB; Chen *et al.* 2014). (B) Shown is a heat map of enrichment or depletion across the five chromatin colors for upregulated EDGs and CDGs. For comparison, chromatin enrichment of misregulated genes in Lamin-B knockdown in Kc cells and adult FB is shown. Percentage of genes in each category is labeled in each box, and the total number of genes analyzes is listed on top. The color of each box corresponds to the level of significance of the enrichment FETs, wherein blue indicates depletion and red indicates enrichment (*<0.05, **<0.01, ***<0.001, ****<0.0001). (C) Venn diagrams of overlap of EDGs with genes identified as testis clustered (Shevelyov *et al.* 2009). (D) Venn diagrams showing overlap of up- and downregulated CDGs with misregulated genes resulting from Lamin-B knockdown (KD) in Kc cells and in the adult fat body.

Transcriptional repression of clustered testis-specific genes in nontestis tissues requires Lamin-B (Shevelyov *et al.* 2009; Nazer *et al.* 2018). We wondered whether EDGs included clustered testis genes. 

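Positions were compared by chromosome arm, since clustering along an arm was not analysed here. Of the 232 EDGs, 45 lay on 2L, 52 on 2R, 47 on 3L, 55 on 3R, 1 on chromosome 4 and 31 on X. Against all genes tested, the odds ratios were 1.03, 1.13, 1.08, 0.97, 0.65 and 0.79 (two-sided Fisher's exact test, adjusted p from 0.714 to 1 over 30 tests of 6 arms and 5 sets of genes). Against CS alone, EDGs were more frequent on 3L (odds ratio 1.47, adjusted p = 0.0156 in Fisher's exact test) and less frequent on X (0.60, adjusted p = 0.0179 in Fisher's exact test). The 6768 CDGs were less frequent on X (odds ratio 0.84, adjusted p = 0.00349 in Fisher's exact test) and more frequent on 3R (1.12, adjusted p = 0.042 in Fisher's exact test). The latter was lost with library size only (0.0912) and against CS alone (0.098) or yw alone (0.101), and the former against yw alone (0.203). All 967 genes called in chk2, emerin were more frequent on 2R (odds ratio 1.31, adjusted p = 0.00574 in Fisher's exact test), which was lost against CS alone (0.245).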

First, we examined the genome-wide distribution of EDGs, finding no evidence of clustering (Supplementary Figure S3). These observations imply that EDGs do not reside in coregulated expression domains or localize within domains near centric heterochromatin. Second, we considered EDG overlap with an estimated 608 testis genes that reside in large and small clusters (Shevelyov *et al.* 2009). Comparison of these datasets revealed no significant overlap between EDGs and testes gene clusters [1% (2/157), *P = *0.99; Figure  4C], indicating that emerin is not required for repression of clustered testis genes in the ovary.

### CDGs are misregulated upon *lamin* knockdown in somatic tissues

CDGs were defined as *emerin* misregulated genes whose expression was restored in *chk2, emerin* double mutants (Figure  3C). To explore the properties of CDGs, we focused on upregulated CDGs (3526 genes) because this gene set is not confounded by changes in gene expression resulting from blocked differentiation, as occurs for downregulated genes. Notably, most (88%,1962/2219) genes upregulated upon *baf* GLKD correspond to CDGs (Figure  3C), consistent with Chk2 activation in *baf* mutants (Duan *et al.* 2020b).

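Of the 1692 genes upregulated in baf GLKD, 1545 were CDGs, which is 91.3% (95% exact Clopper-Pearson interval 89.9 to 92.6). Among all genes tested, chance would give 467.1 (odds ratio 48.33, one-sided Fisher's exact test, log10 p = -793.3). Of the 1057 downregulated genes, 1005 were CDGs, which is 95.1% (interval 93.6 to 96.3). The share of upregulated genes was lowest against CS alone, at 82.0%, and that of downregulated genes with the 2-fold threshold, also at 82.0%. With each library of another genotype left out in turn the shares stayed from 88.7% to 92.8% and from 94.3% to 96.5%.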

We defined the chromatin context of CDGs. We found that CDGs are enriched in developmentally regulated chromatin, including red and blue chromatin (defined by association with the Polycomb group repressive complex, Figure  4B). As loss of Lamin-B altered expression of genes in similar chromatin types (Figure  4B), we assessed whether loss of Lamin-B caused upregulation of CDGs. To this end, we overlapped the set of upregulated CDGs with genes upregulated upon Lamin-B knockdown in either Kc cells (Nazer *et al.* 2018) or in adult fat bodies (Supplementary Table S2; Chen *et al.* 2014). Whereas the two lamin knockdown backgrounds do not show a significant overlap of upregulated genes (10%, *P = *0.91; Figure  4D), significant overlap was found with upregulated CDGs and both Kc upregulated genes (35%; 496/1406, *P *<* *1.4e−11) and fat body upregulated genes (36%; 498/1376, *P *<* *1.0e−13). The striking overlap between CDGs and Lamin-B upregulated genes suggests that NL dysfunction might commonly activate Chk2.

### CDGs identify potential targets of Chk2

We reasoned that CDGs might reveal TFs whose function is influenced by activated Chk2. For this reason, we submitted the set of upregulated CDGs to FlyEnrichr to identify whether any TF binding sites were over-represented in the dataset. Several significantly over-represented TFs were identified (Table  2). These TFs include Trithorax like (Trl also known as GAGA factor), a multi-functional sequence-specific DNA-binding protein that has roles in nucleosome organization, higher-order chromatin structure, as well as activation and repression of transcription (Chetverina *et al.* 2021). Trl-binding sites are commonly found in Polycomb response elements (Chetverina *et al.* 2021) and enriched in red chromatin (Filion *et al.* 2010), consistent with our findings that CDGs are distributed in red and blue chromatin. Notably, phosphorylation reduces Trl DNA binding (Bonet *et al.* 2005), suggesting that Trl function might be affected by activated Chk2 kinase. A second TF with significant enrichment was Suppressor of Hairy-wing [Su(Hw)]. This zinc-finger (Zn-F) transcriptional repressor is required for oogenesis (Klug *et al.* 1968, 1970; Baxley *et al.* 2011), with its central fertility function linked to transcriptional repression of the germ cell-specific *RNA-binding protein 9* (*Rbp9*) gene (Soshnev *et al.* 2013). 

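Rbp9 (FBgn0010263, chromosome 2L, 2954762 to 2968434) was at 31.4 ± 6.82 CPM (SD, n = 7) in wild type and 81.8, 98.4, 92.3 and 108 in emerin G/PI 1 and 2 and emerin G/PK 1 and 2, 3.03-fold higher (edgeR adjusted p = 6.83e-07). In chk2, emerin it was at 24.0 ± 5.72 (SD, n = 3), a log2 fold change of -0.39 (SE 0.19, edgeR adjusted p = 0.198), and emerin mutants were above chk2, emerin by 1.99 (edgeR adjusted p = 1.79e-06). In baf GLKD its log2 fold change was 1.62 (SE 0.27, edgeR adjusted p = 0.000803). The log2 fold change in emerin mutants stayed from 1.47 to 1.85 over 38 alternatives. In chk2, emerin its adjusted p ranged from 0.0285 to 0.601. With the length trend of each library removed, a setting chosen after seeing the data, Rbp9 was called lower there, at -0.62 with the edgeR adjusted p of 0.0285. Without chk2, emerin replicate 1 its log2 fold change there was -0.60, against -0.29 without replicate 2.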

Strikingly, this key Su(Hw) target gene is an upregulated CDG. DNA binding by Su(Hw) depends on three essential DNA-binding ZnFs that are separated by the conserved linker peptide TGEKP (Baxley *et al.* 2017). As global phosphorylation of this linker in other ZnF proteins disrupts DNA binding (Rizkallah *et al.* 2011), we suggest that activated Chk2 might phosphorylate the TGEKP in Su(Hw), thereby inhibiting its DNA binding and causing derepression of target genes. Indeed, we find that 40% (31/78, *P *=* *2.4e−03; Soshnev *et al.* 2013) of Su(Hw) repressed ovary target genes are CDGs. Of the five enriched identified TFs (Table  2), only Su(Hw) carries the conserved TGEKP in its DNA binding domain. Taken together, we propose that Chk2 activation might disrupt TF function through phosphorylation, resulting in altered gene expression (Figure  5). Further experiments are needed to determine whether the implicated TFs are direct targets of Chk2.

**Figure 5:**
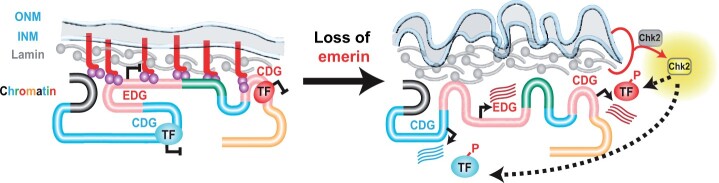
Dysfunction of the NL alters gene expression. Extensive LADs reside near the NL. These domains are enriched in repressive chromatin marks, including green (HP1a marked), blue (PcG marked), and black (Histone H1 marked), as well as the developmentally poised red chromatin (Histone deacetylases). This contrasts with active yellow chromatin (H3K36me3) that localizes away from the NL. Chromatin domains are tethered to the NL through multiple protein associations, including LEM-D proteins (red) embedded in the NL and BAF (purple dimer). In the absence of LEM-D proteins, NL structure and genome organization changes, effects that alter gene expression. Our data identify two classes of genes whose expression is affected upon emerin loss, EDGs, and CDGs. Upregulation of EDGs is Chk2 independent. EDGs are enriched in red chromatin, suggesting that upregulation of these genes results from loss of tethering resident domains to the NL. Upregulation of CDGs is Chk2 dependent. These genes are enriched in blue and red chromatin, suggesting that downstream targets of activated Chk2 might include phosphorylation sensitive TFs, wherein phosphorylation changes their function, resulting in the misexpression of genes in these domains.

**Table 2:** Transcription factor enrichment of Chk2-dependent genes

Transcription factor	Adjusted *P*-value
Trithorax like (GAGA factor, GAF)	1.6e−111
Caudal	6.2e−79
Suppressor of Hairy-wing	1.2e−47
Mef2	4.2e−47
NELF-B	1.9e−38

### Concluding remarks

RNA profiling of RNA isolated from *emerin* and *baf* mutant ovaries uncovered a shared set of NL-regulated genes. Integrating these data with the RNA-seq profile of *chk2, emerin* double mutants established that Chk2 drives global misregulation of gene expression caused by NL dysfunction. Furthermore, this analysis identified two classes of misregulated genes, a small class of EDGs and a large class of CDGs. EDGs are broadly distributed in the genome (Supplementary Figure S3). Only upregulated EDGs show significant overlap with genes misexpressed upon BAF depletion (Figure  3C), suggesting that EDG repression involves the partnership between emerin and BAF. CDGs are also widely distributed in the genome and show near complete overlap with genes upregulated upon *baf* GLKD (Figure  3C), consistent with Chk2 activation in *baf* mutants (Duan *et al.* 2020b). Notably, Lamin-B loss in two additional cell types shows significant upregulation of CDGs (Figure  4D). Taken together, our data support a model wherein dysfunction of gene expression in *NL* mutants results from alteration in two regulatory inputs, one from the NL and a second from activated Chk2 (Figure  5). Furthermore, our studies suggest that Chk2 might contribute to altered gene expression found in other *NL* mutant backgrounds.

## Data availability

Strains are available upon request. RNA-seq data are submitted to Gene Expression Omnibus under the accession number GSE168062. Supplemental Material is available at figshare: https://doi.org/10.25387/g3.17049932.

How the deposited data were processed for this re-analysis (not part of the article)

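The authors trimmed the paired reads with Trim-Galore (v0.0.6), estimated transcript abundance with Kallisto (v0.46.1) on BDGP6.32 with 30 bootstraps and summed it to genes with tximeta. The deposited gene table holds estimated counts, not scaled for library size, for 14237 genes and 18 libraries. The deposited transcript tables hold estimated counts, TPM and effective length, the last a unit of the group "other", for 30944 transcripts, of which 133 matched no gene. The deposited estimated counts are not whole numbers and were rounded. In 7 libraries the transcript tables total 7.4 to 18.9 times less than the gene table, and in the other 11 they match it. The gene table was therefore the main input.

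Gene symbols and positions come from the BDGP6.54 annotation and were found for 14194 genes, of which 14182 were joined to transcripts. No library was left out. Genes with fewer than 10 counts over all libraries were left out (1475 genes, 394 of them at 0), and 12762 were tested. Totals per library had a median of 23468848 counts. Libraries of the same genotype differed in more than sampling noise, so none is a copy of another (chi-square per degree of freedom from 17.3 to 217.9).

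Counts were normalized with TMM and fitted with edgeR's quasi-likelihood model (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with 1 coefficient per group and the wild type of CS and yw as 1 group. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, separately for each comparison. Reported expression is in CPM, counts per library set to a common total and scaled by TMM, as mean ± SD. Standard errors of log2 fold changes were taken from the fitted model. Overlaps were tested with Fisher's exact test, gene lists with camera (preset correlation 0.01) and with fry, and principal components were taken from variance-stabilised counts of the 500 most variable genes (DESeq2 1.42.0). Figures and table work used numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

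Genes were named by rules set before the data were examined: those named in the paper, the 3 highest and 3 lowest log2 fold changes with at least 100 normalized counts and no overlap between the groups, and the 3 smallest adjusted p of each list. A fold change against a group with at most 3 counts in every library is given as a lower bound. The gene lists for pathways and cell types were also set before the data were examined. The pathways themselves were ones that the paper had named from these libraries.

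The alternatives tried were DESeq2, DESeq2 with a transcript length offset, gene counts summed from the transcript tables, RLE normalization, library size only, filterByExpr, no filter, only the compared groups in the fit, a replicate block, other choices of wild type and of emerin background, other thresholds, and each library left out in turn. Chosen after seeing the data were the library set as a block, the second library set only, removal of the length trend of each library (lowess, span 0.3) and separate references. For named genes, 149 results were compared with these settings 5628 times, of which 5364 gave the same call and direction.

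The procedure was tested on simulated data with 200 changed genes. The edgeR test recovered 161, 100 and 140 of them in emerin, baf GLKD and chk2, emerin, with 5.3%, 4.8% and 2.1% false calls. DESeq2 recovered 164 in chk2, emerin with 19.2% false calls. A length trend added alike to all simulated chk2, emerin libraries, and to no others, gave 176 false calls, and 7 after its removal.

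Not analysed here were the published datasets for tud, bam, Lamin-B, chromatin states, testis clusters and Su(Hw) targets, the enrichment tool, the full set of irradiation genes, the quantitative RT-PCR measurements, and clustering of genes along chromosome arms.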

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

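The tests of the library set, the Ote allele, a weaker effect in 1 library, the shared wild type and the yw reference for genes with opposite changes, both strains as references for genes called in chk2, emerin outside the EDGs, and the length trend as the whole cause of those genes were chosen only after the result was seen.

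Across 74 groups of values from named genes and libraries, 11 samples lay far from the rest of their group, where 3.70 would be expected by chance. Of these, 8 are emerin G/PI replicate 1. Its gap, as a share of the whole range of the group, was 0.908 for Abd-B (log2 CPM 4.41 against 5.07 to 5.13), 0.873 for CG15431 (4.49 against 4.91 to 4.97), 0.844 for Irc (7.16 against 7.51 to 7.57), 0.882 for dpr7 (0.30 against 0.71 to 0.77), 0.848 for dpy (6.08 against 6.99 to 7.16), 0.887 for kay (8.37 against 8.63 to 8.66), 0.838 for lok (6.92 against 5.80 to 5.98) and 0.924 for the total count (24764157 against 18138657 to 18644028). This library is also the only emerin library of the set whose transcript tables are shallow.

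Several explanations of emerin G/PI replicate 1 were tested. Over genes higher in emerin G/PK, the shift between the library sets was -0.35 in emerin G/PI, -0.15 in CS, 0.00 in yw, 0.18 in nosgal4 and 0.22 in baf GLKD. The library set cannot be told apart from other causes, since this is the only emerin library of its set and the other genotypes go both ways. Depth cannot be told apart either, since it is also the only deep emerin library. Thinning it left the median difference between both emerin G/PI libraries at -0.27, but scaled levels hardly move with thinning. A weaker emerin effect over all changed genes may explain it. Genes lower in emerin G/PK were lower by -0.57 in replicate 1 and by -0.80 in replicate 2.

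The other 3 far samples were Lam in CS replicate 2 (gap 0.661, at 7.10 against 8.01 to 8.47), Lam in emerin G/PI replicate 2 (gap 0.839, at 7.47 against 7.69 to 7.73) and bocks in yw replicate 1 (gap 0.624, at 5.64 against 4.92 to 5.19). No explanation of these was tested.

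Both emerin backgrounds differed from each other. In emerin G/PK against emerin G/PI, 11 genes were higher and 78 lower, with 354 and 819 at an unadjusted p under 0.05. With the library set as a block, 51 of these 89 genes were still called, so the set is an unlikely cause of most of them. Named genes among them were CG18180 (log2 fold change 6.72, edgeR adjusted p = 0.0226), CG14053 (-2.90, edgeR adjusted p = 0.00605), CG1801 (-2.21, edgeR adjusted p = 0.0217) and Ote (-1.63, edgeR adjusted p = 0.0128). For Ote, the nonsense allele of emerin G/PK may lower the level of the transcript. The chk2, emerin libraries, which carry the same alleles, had at most 23.1 CPM of Ote, below the lowest emerin G/PI library at 32.7.

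Genes called in chk2, emerin outside the EDGs numbered 275 higher and 460 lower, and 184 and 247 of these were called in emerin in the opposite direction. Of all 735, 44.4% lay on chromosome 2, against 39.3% of all genes tested (Fisher's exact test, p = 0.0045). Second chromosomes shared by both mutants cannot be told apart from other causes here, since these genes were selected for having no emerin call in the same direction. A chromosome 2 background of the double mutant alone stays open and was not tested. A trend of expression on transcript length may explain part of them, as 267 were still called with the trend removed. The same removal left 7 false calls in simulated data. The simulated trend was the same in all chk2, emerin libraries and absent from others, unlike in the data. It therefore cannot decide whether length is the whole cause. Strain differences cannot be told apart from other causes, as 508 were still called against yw alone and 573 against CS alone, but only 366 against each, and fewer references also lose calls.

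Genes with opposite changes were also more frequent than chance. In both comparisons against wild type, 247 genes were higher in emerin and lower in chk2, emerin (171.6 by chance, odds ratio 1.80, Fisher's exact test, p = 1.09e-11), and 184 were lower in emerin and higher in chk2, emerin (95.7 by chance, odds ratio 3.00, Fisher's exact test, p = 8.61e-24). Shared wild-type libraries move both fold changes the same way, so they are an unlikely cause of this excess. With unchanged chk2, emerin and redrawn wild-type libraries, the fold changes of both comparisons had a correlation of 0.08 in the median of 20 simulations. Without redrawing the wild-type libraries, which leaves their variation out, it was -0.10. The length trend is unlikely to be the whole cause, as both odds ratios stayed above 1 with the trend removed. It was 2.90 for genes higher in emerin and 1.53 for genes lower in emerin (Fisher's exact test, p = 0.00219). For the latter the excess fell, so a part of the trend in it stays open. Strain differences between the references may explain part of these genes. Against yw alone the odds ratio was 0.45 for genes higher in emerin and 0.80 for genes lower in emerin. Against CS alone both stayed above chance, at 3.38 and 2.26. With separate references, a setting chosen after seeing the data, they were 0.99 and 2.08 with emerin against CS and chk2, emerin against yw. In the reverse arrangement they were 5.31 and 3.60.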

How the results depend on the processing

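The settings called library set as a block, second library set only, length trend removed and separate references were chosen after seeing the data, and all others before the data were examined. The tests of the calls are those of edgeR unless DESeq2 is named. Calls of emerin and baf GLKD and their overlap stayed within 1.5 times of the main value in most settings. The numbers of chk2, emerin genes and EDGs did not.

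With DESeq2, chk2, emerin had 759 genes higher and 1174 lower, and 157 EDGs higher (4.3%) and 320 lower (9.8%). With its length offset these were 620 and 959, 132 (3.6%) and 6.6% lower. With yw only as wild type they were 685 and 1223, 309 (9.0%) and 682 (19.8%). With CS only, 942 chk2, emerin genes were lower, and EDGs were 166 higher (5.0%) and 5.7% lower. With strains as separate groups they were 684 and 1075, 199 (5.3%) and 370 (10.2%). With CS, yw and nosgal4 as wild type they were 176 and 318, and 84 EDGs lower (2.4%). With only the groups compared they were 131 and 182, 36 (1.1%) and 47 (1.5%).

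With library size only, 923 genes were lower in chk2, emerin, 444 lower in baf GLKD, 266 EDGs lower (8.6%) and 391 genes lower in CS against yw. With an adjusted p under 0.01, chk2, emerin had 93 and 138, baf GLKD 859 and 216, and EDGs 28 (1.0%) and 30 (1.1%). At least 2-fold changes left 103 and 310 in chk2, emerin, 1081 lower in emerin, 1337 lower in emerin against chk2, emerin, 172 lower in baf GLKD and 37 EDGs lower (3.4%). With filterByExpr EDGs lower were 5.4%. With the length trend removed, chk2, emerin had 213 and 296 genes, and EDGs were 1.8% higher and 57 lower (1.6%). With the library set as a block, EDGs lower were 3.5% and genes lower in emerin G/PK against emerin G/PI 47. With the second library set only, EDGs lower were 3.5%. With separate references, emerin against CS and chk2, emerin against yw, EDGs were 193 higher (5.9%) and 334 lower (10.8%).

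Leaving out chk2, emerin replicates 1, 2 and 3 gave 75, 182 and 90 genes higher and 97, 279 and 118 lower in chk2, emerin, with 35, 41 and 32 EDGs higher (1.0%, 1.2% and 0.9%) and 20, 63 and 23 lower (0.6%, 1.9% and 0.7%). Without CS replicate 3, 204 were higher. Without CS replicate 1, 418 were higher, 823 lower, and 278 EDGs lower (7.7%). Without CS replicate 2 and 4, 95 (2.8%) and 221 (6.0%) EDGs were lower. EDGs higher reached 93 (2.7%) without CS replicate 4. The EDG shares of lower genes were 3.0% and 3.1% without baf GLKD replicates 2 and 1, and 3.3%, 3.4%, 3.5%, 3.6%, 3.7%, 4.1%, 4.4% and 4.8% without the other emerin, CS or yw libraries.

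The share of downregulated EDGs in baf GLKD was 13.3% with G/PI only, 11.9% with G/PK only, 9.5% with nosgal4 in the wild type (Fisher's exact test, p = 0.394), 17.0% with only the groups compared (p = 0.0321 in Fisher's exact test), 8.1% with transcript-table sums, 2.7% at 2-fold, 14.7% (p = 0.0186 in Fisher's exact test) and 11.4% with separate references, 15.0% and 8.7% without chk2, emerin replicates 1 and 3, and 3.6% without CS replicate 1.

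Some named genes changed direction. In chk2, emerin these were, with CS only, CG15431 -0.19, Dad -0.02, bocks 0.01, dpr7 0.06 and slf -0.01, with yw only CG31999 0.22, Gapdh2 -0.03, abd-A 0.42 and yellow-h 0.08, with the second library set AhcyL2 -0.12, CG15431 -0.18, Dad -0.07, dpr7 0.25 and slf -0.03, and with the length trend removed CG15431 -0.18, Dad -0.11, dpr7 0.15 and dpy -0.04. With the set block Dad was -0.01. The level of dpr7 was 0.01 with DESeq2, 0.13 with its offset, 0.18 with transcript-table sums, 0.02 with RLE and 0.20 with nosgal4 in the wild type, and -0.70 to 0.34 with 1 library left out. Without chk2, emerin replicate 1, Dad was -0.02 and slf -0.52, and without chk2, emerin replicate 3 slf was 0.40. In emerin, CG31683 was -0.05 with nosgal4 in the wild type, -0.02 with strains separate and with filterByExpr, -0.35 with G/PK only, and -0.91 to 0.35 without emerin G/PI replicate 2 or 1. Dhc98D was 0.21 with yw only and 0.07 with G/PK only, Oseg5 0.10 with CS only, Cyp12d1-d 0.00 with G/PK only and cad 0.15 with G/PI only. In baf GLKD, Lam was 0.26 without nosgal4 replicate 1 and -0.73 without nosgal4 replicate 2, and Gapdh2 -0.04 without baf GLKD replicate 1.

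With log2 CPM, principal components held 44.7% and 17.1%, and with all genes 58.9%. Marker medians for germ cells were -0.84 in baf GLKD and 0.19 in chk2, emerin with RLE and -0.74 and 0.11 with library size only. Those of the muscle sheath in baf GLKD were 2.30 and 2.40, and that of trachea in chk2, emerin -0.34 with library size only.

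With an estimated correlation, camera's adjusted p in emerin was 0.134 for Toll and Imd, 0.139 for tRNA synthetases, 0.0766 for replication and repair and 0.154 for JNK. In baf GLKD it was 0.108, 0.0766, 0.0766, 0.0766 and 0.0829, in chk2, emerin 0.0766 and 0.134 for the first pair of lists, and in emerin against chk2, emerin 0.0766, 0.0866, 0.0766, 0.0766 and 0.163.

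Chromosome arms with CS only gave adjusted p of 0.788 for EDGs on 2R, 0.0156 on 3L, 0.908 on 3R and 0.0179 on X, 0.098 for CDGs on 3R, 0.0958 for emerin calls on 3R, and 0.245 and 0.114 for chk2, emerin calls and those outside EDGs on 2R (Fisher's exact test). With yw only they were 0.879 for EDGs on chromosome 4, 0.101 and 0.203 for CDGs on 3R and X, and 0.114 for emerin calls on 3R. With library size only they were 0.815 for EDGs on 2L, 0.0912 for CDGs on 3R and 0.0935 for emerin calls on 3R, and with RLE 0.0511 for the latter (Fisher's exact test).

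In the labels, replicates of different genotypes share only a number, and the residuals of these pairs had correlations from -0.12 to 0.47. For chk2, emerin they were 0.47, 0.34 and 0.15 with CS and 0.01, 0.00 and 0.27 with yw. A replicate block gave 379 genes lower in CS against yw, cad at 0.10 in emerin and dpr7 at 0.04 in chk2, emerin. With it edgeR's adjusted p was 0.0561 for Jra, 0.0568 for Dhc98D and 0.0433 for dpy in baf GLKD, and 0.0534 for dpr7 and 0.0251 for CG31862 in emerin. The numbers of baf GLKD and nosgal4 coincide with the library sets, with correlations of 0.45 and 0.45. With the library set itself as a block, Jra and Dhc98D stayed called in baf GLKD. Because neither the labels nor the paper say that a number marks a batch, calls lost with the replicate block are not read as weaker.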

Differences from the paper's values

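The counts of chk2, emerin genes and the classes built on them differ from the paper's values. The ranges below cover the settings set before the data were examined. A setting is said to close the gap where its value lies within 1.5 times of the paper's value, so part of the difference can remain. Genes upregulated in chk2, emerin numbered 360 here and the paper's 758. Settings set before the data were examined that close the gap are DESeq2 (759), DESeq2 with a transcript length offset (620), yw only (685), CS only (530) and strains as separate groups (684). All others of these do not, from 75 without chk2, emerin replicate 1 to 418. The second library set only (524), a setting chosen after seeing the values, also closes it. Downregulated genes numbered 607 and the paper's 1175. DESeq2 (1174), its length offset (959), library size only (923), yw only (1223), CS only (942), strains as separate groups (1075) and leaving out CS replicate 1 (823) close the gap. The others, from 97 to 709, do not.

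Upregulated EDGs numbered 85 and the paper's 157. DESeq2 (157), its length offset (132), CS only (166) and strains as separate groups (199) close the gap. With yw only (309) and the others, from 28 to 101, it stays. Separate references, emerin against CS and chk2, emerin against yw, chosen after seeing the values, also close it (193). Downregulated EDGs numbered 147 and the paper's 320. DESeq2 (320), its length offset (216), library size only (266), strains as separate groups (370), and leaving out CS replicate 1 (278) or CS replicate 4 (221) close the gap. CS only (175), yw only (682) and the others, from 20 to 197, do not. The same separate references, chosen after seeing the values, close it too (334).

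EDGs were 2.4% of upregulated emerin genes and the paper's 4%. DESeq2 (4.3), its length offset (3.6), a replicate block (2.9), CS only (5.0), strains as separate groups (5.3), G/PK only (2.7) and leaving out CS replicate 4 (2.7) close the gap. The others, from 0.9 to 2.5, and yw only at 9.0 do not. Separate references, chosen after seeing the values, close it with emerin against CS (5.9) and with emerin against yw (2.7). They were 4.3% of downregulated genes and the paper's 10%. DESeq2 (9.8), library size only (8.6), strains as separate groups (10.2) and leaving out CS replicate 1 (7.7) close the gap, and the others, from 0.6 to 6.6, and yw only at 19.8 do not. Separate references with emerin against CS, chosen after seeing the values, also close it (10.8).

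Upregulated EDGs shared with baf GLKD numbered 31 and the paper's 68. DESeq2 (67), its length offset (54) and strains as separate groups (84) close the gap, and yw only (161) and the others, from 9 to 45, do not. Downregulated EDGs shared with baf GLKD numbered 9 and the paper's 19. DESeq2 (19), its length offset (17), CS only (16), G/PK only (14), G/PI only (13) and leaving out emerin G/PI replicate 1 (16) close the gap. Strains as separate groups (39), yw only (61) and the others, from 0 to 11, do not. Separate references with emerin against yw, chosen after seeing the values, also close it (15).

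The sample number of CS differs, with 4 libraries here and the paper's 3. The DESeq2 counts given above used all 4.

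Some genes differ from the paper in their call. MAN1 was lower in emerin mutants here, where the paper describes no steady change. It was not called in chk2, emerin. CHKov1, which the paper lists for both mutants, was not called in baf GLKD (1.10, edgeR adjusted p = 0.0778). It was called with DESeq2 (0.0308), DESeq2 with its length offset (0.0315), and in edgeR with yw only (0.0336), CS only (0.0336) and strains as separate groups (0.0232). Of the genes of Figure 3D, CG11929 (at least 7.68-fold against 3 counts, edgeR adjusted p = 0.0707), dpy (log2 fold change 2.39, edgeR adjusted p = 0.062) and Gapdh2 (0.21, edgeR adjusted p = 0.463) were not called in baf GLKD. The paper's text describes the genes it selected as upregulated in both mutants but names none of them, and the figure holds more genes than it counts. CG11929 was called with DESeq2 (0.0303) and its length offset (0.0294), and its fitted log2 fold change was 0.64 without baf GLKD replicate 1. The call of dpy was made with DESeq2 (0.0154), its length offset (0.0161), and in edgeR's test with counts summed from the transcript tables (0.0318), only the compared groups (0.0153), a replicate block (0.0433), yw only (0.0115), CS only (0.0115), strains as separate groups (0.0127), and without CS replicate 4 (0.0283) or yw replicate 1 (0.0173). Removing the length trend, a setting chosen after seeing the values, also called it (0.0094, edgeR). No setting called Gapdh2, with adjusted p from 0.146 to 0.568 in edgeR and DESeq2. Ubx was 2.46-fold higher in emerin mutants here and lower in the paper's quantitative RT-PCR.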

Other observations

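The tests of the spread among somatic lists, the fat body list, the library set, the length trend, both strains as references and the redrawn wild-type libraries were chosen only after the result was seen, for the values 2.62, 3.03, 3592, 509, 105, 109 and 1 EDG.

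The number of genes called was compared with other divisions of the same libraries into groups of the same sizes. In emerin against wild type, 1 of 100 splits, the real one, reached as many calls, and the next highest had 3018. In chk2, emerin against wild type it was 1 of 100, with 635 in the next highest. In emerin against chk2, emerin it was 1 of 35, with 4095 next, and in CS against yw it was 1 of 35, with 315 next. An arbitrary division of the libraries is therefore unlikely to give the calls, with 1 split in each case.

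The genes higher in emerin mutants include many of somatic tissues. A lower share of germ cells would raise every other cell type alike. The medians of 7 somatic lists spanned 2.62 (permutation of genes between lists, p = 0.0054), so this is unlikely to be the only cause. The low end is late-stage follicle cells at 0.41 and neurons at 0.42, which depended on single libraries, so the test rests partly on them. The remaining lists had medians from 1.10 to 3.03 and were not tested alone. Tissue attached to the dissected ovaries, with a fat body median of 3.03, cannot be told apart from a rise within the ovary. With the length trend removed, 100.0% of the higher calls in emerin (3592 of 3608 with a known length) kept a positive fold change. So did 100.0% of those in baf GLKD (1682 of 1692). This cannot decide on gene length, since the higher calls had medians of 2.02 and 2.26. Medians of short, middle and long genes lay only from -0.23 to -0.07. The log2 fold change hardly followed transcript length, with Spearman correlations of 0.02 in emerin and -0.06 in baf GLKD, which argues against gene length. The library set is an unlikely cause, since 3592 genes were called higher with the set as a block.

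EDGs might come from second chromosomes shared by the emerin and chk2, emerin libraries. Of the EDGs 41.8% lay on chromosome 2, against 39.3% of all genes tested (Fisher's exact test, p = 0.456), and this explanation cannot be told apart from others. Strain differences cannot be told apart from other causes of the EDGs. Of 232, 183 were also called against yw alone and 148 against CS alone, but only 109 against each, and fewer references also lose calls. The wild-type libraries shared by both comparisons cannot be told apart from other causes. In 20 simulations of unchanged chk2, emerin and wild-type libraries at most 1 EDG arose in either direction, but unchanged libraries give almost no calls that could overlap. With separate references, a setting chosen after seeing the data, no wild-type library is shared. With emerin against CS and chk2, emerin against yw, 160 EDGs were kept, with same-direction odds ratios of 1.13 and 1.20. In the reverse arrangement 145 were kept, with 0.57 and 0.42. Each mutant is then compared with another strain, so these values do not isolate the sharing.

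Of the genes assayed by quantitative RT-PCR, several lie on chromosome 4. If chromosome 4 genes rise as a group in emerin, their median log2 fold change should exceed that of random draws of genes. It was 0.03 in emerin mutants (percentile 30.9 among 10000 draws), so chromosome 4 genes rising as a group is an unlikely cause.

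EDGs were shared with baf GLKD less often than CDGs. For upregulated genes, CDGs matched for fold change and expression were shared in 41.1% (EDGs 36.5%, permutation p = 0.173), so this explanation cannot be told apart. For downregulated genes the matched share was 24.8% (EDGs 6.1%, permutation p = 0.0001), so the size of the fold change is an unlikely cause.

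In chk2, emerin the log2 fold change followed transcript length, with medians of -0.34 in genes shorter than 1456 bp and 0.24 in genes longer than 2581 bp. The correlation was 0.02 in emerin, -0.06 in baf GLKD and -0.21 in emerin against chk2, emerin. The trend may explain part of the calls and EDGs. With the trend removed chk2, emerin had 509 calls, against 967 in the main fit, and 105 of the 232 EDGs were kept. The 509 are all calls of that fit, not only genes called before. Both 509 and 105 exceed the 7 false calls left in simulated data, where all chk2, emerin libraries had the same trend and other libraries none. In the data the trend also differed within the wild type. The Spearman correlation with length was 0.62 in chk2, emerin replicate 1, 0.60 in CS replicate 1 and -0.41 in yw replicate 1. The simulation therefore cannot decide whether length is the whole cause of either.

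Of 5 transcription factors of Table 2, Trl (log2 fold change -0.79, edgeR adjusted p = 3.71e-06), su(Hw) (-0.53, edgeR adjusted p = 0.002) and NELF-B (-0.65, edgeR adjusted p = 0.000158) were lower and Mef2 (1.57) higher in emerin mutants, and cad was not called (-0.24, edgeR adjusted p = 0.583). In baf GLKD 1 was higher and 2 lower, and in chk2, emerin 0 were called, with 0 at an unadjusted p under 0.05. Their expression does not measure binding.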
